# A nuclear receptor HR96-related gene underlies large *trans*-driven differences in detoxification gene expression in a generalist herbivore

**DOI:** 10.1038/s41467-023-40778-w

**Published:** 2023-08-17

**Authors:** Meiyuan Ji, Marilou Vandenhole, Berdien De Beer, Sander De Rouck, Ernesto Villacis-Perez, René Feyereisen, Richard M. Clark, Thomas Van Leeuwen

**Keywords:** Transcriptomics, Gene regulation, Agricultural genetics

## Abstract

The role, magnitude, and molecular nature of *trans*-driven expression variation underlying the upregulation of detoxification genes in pesticide resistant arthropod populations has remained enigmatic. In this study, we performed expression quantitative trait locus (eQTL) mapping (*n* = 458) between a pesticide resistant and a susceptible strain of the generalist herbivore and crop pest *Tetranychus urticae*. We found that a single *trans* eQTL hotspot controlled large differences in the expression of a subset of genes in different detoxification gene families, as well as other genes associated with host plant use. As established by additional genetic approaches including RNAi gene knockdown, a duplicated gene with a nuclear hormone receptor HR96-related ligand-binding domain was identified as causal for the expression differences between strains. The presence of a large family of HR96-related genes in *T. urticae* may enable modular control of detoxification and host plant use genes, facilitating this species’ known and rapid evolution to diverse pesticides and host plants.

## Abstract (web summary)

Adaptation to toxins in agricultural pests is often caused by increased expression of detoxification genes. Here, the authors reveal that variation in a family of transcriptional regulators facilitates rapid evolution to diverse pesticides and host plants.

## Introduction

Animals have evolved to overcome harmful compounds in their environments (xenobiotics), from microbial toxins to plant-produced specialized compounds in the case of herbivores. Additional and strong selective agents are pesticides, for which resistance evolution is common, from vectors of human and animal diseases like mosquitoes and ticks, to diverse insect and mite herbivores that impact crops^1–4^. Despite its ubiquity, and importance for human welfare in the case of pesticides, the genetic basis of xenobiotic resistance evolution is incompletely understood. Nevertheless, a major route involves changes in the metabolism, sequestration, or transport and excretion of compounds^5^. While the genetic mechanisms impacting such differences are complex, the upregulation of genes in detoxification families, including cytochrome P450 monooxygenases (CYPs), glutathione-S-transferases (GSTs), and carboxyl-choline esterases (CCEs) is well established, especially in the case of pesticide resistant strains^1,6,7^.

Upregulation of detoxification genes in resistant strains has been shown to result from local, or *cis*, genetic variation (e.g., sequence changes in promoters or enhancers)^5,8–10^. A particularly well-characterized example involves the upregulation of the *Drosophila melanogaster Cyp6g1* gene associated with resistance to dichlorodiphenyltrichloroethane (DDT) and neonicotinoids^11,12^. Far less well understood is the role of *trans* genetic variation, in which genetic changes in a (usually) genetically distant factor impact the expression of a target gene (i.e., variation in components that perceive and signal exposure to xenobiotics). Variation in *trans* regulation of detoxification genes has nonetheless been suggested by genetic studies^13–18^. However, the nature of the underlying genes and allelic variation involved have remained enigmatic despite progress in the identification of regulatory pathways^19,20^.

The two-spotted spider mite, *Tetranychus urticae*, is an attractive species in which to unravel the genetic underpinnings of variation impacting xenobiotic metabolism. This species, a member of the Acari within Arthropoda subphylum Chelicerata, is a generalist herbivore with an exceptionally large host range of more than 1100 plant species including many crops^21^. Mirroring its broad host range on plants that produce diverse compounds toxic to many herbivores*, T. urticae* rapidly evolves resistance to acaricides^1^, which are pesticides effective against members of the Acari, and similar genetic mechanisms are likely deployed against plant defenses^22,23^. In comparisons of acaricide resistant strains to susceptible strains, heightened expression of detoxification genes has often been observed, not only for CYPs, GSTs, and CCEs, but also for genes in other families involved (or putatively involved) in metabolic resistance, such as short chain dehydrogenases (SDRs), lipocalins, ATP-binding cassette (ABC) and major facilitator superfamily (MFS) transporters^22^, uridine diphosphate (UDP)-glycosyltransferases (UGTs) of bacterial origin that have greatly expanded in the *T. urticae* genome^24^, and intradiol ring cleavage dioxygenases (DOGs) acquired from fungi^25^. Further, in experimental evolution studies with *T. urticae*, dramatic differences in the expression of diverse detoxification or host plant use associated genes have been reported in as few as five generations upon shift to a challenging host plant^26,27^. The scope and rapidity of these changes has raised the possibility of selection on loci that act in *trans* to concertedly impact target genes involved in xenobiotic metabolism or host plant use. Recently, we characterized allele-specific expression among a panel of *T. urticae* strains and F1 progeny, and found that *trans* variation was responsible for the high expression of numerous detoxification genes in several *T. urticae* strains with high-levels of acaricides resistance^18^. However, the experimental design did not allow us to identify specific genomic loci causal for *trans* effects, and hence the molecular nature of causal genes and pathways.

In the current study, we extended our earlier work by performing expression quantitative trait locus (eQTL) mapping between two *T. urticae* strains that vary markedly in acaricide resistance. Overall, we identified more *trans* than *cis* eQTLs. A single *trans* eQTL hotspot was associated with large differences in the expression of diverse genes associated with xenobiotic metabolism and host plant use, with the respective haplotype from the resistant strain resulting in the tens- to several hundred-fold upregulation of gene(s) in the CYP, SDR, and DOG gene families. RNA interference (RNAi) knockdown of tandemly duplicated genes located at the peak for the *trans* eQTL hotspot recapitulated most of the hotspot’s impacts on detoxification gene expression. The duplicate genes, which harbor multiple coding sequence differences between the strains, encode products with ligand-binding domains (LBDs) that have homology to nuclear hormone receptors (NHRs) known to signal exposure to exogenous compounds^19,28^. Therefore, segregating genetic variation in regulators of xenobiotic pathways can be a source of the dramatic upregulation of detoxification genes associated with pesticide resistance evolution and host plant adaptation in arthropod species.

## Results

### Dense recombination in *T. urticae*

To identify sources of intra-specific variation in detoxification and host plant use associated gene expression in *T. urticae*, we first generated 100 bp paired-end RNA-seq reads from families of isogenic F3 females derived from crosses of the inbred (isogenic) strains MR-VPi and ROS-ITi (F0 generation)^18^. 

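The deposited data hold 458 RNA-seq libraries of adult F3 females kept on bean, 1 library per family, each as an unnormalized read count for 19132 annotated genes. The authors aligned the reads to the London reference genome with STAR and counted uniquely aligned reads per gene with HTSeq in its reverse-stranded setting. Total gene counts ran from 17410932 to 38811113 per library with a median of 27116814, and their mean of 27.3 M stands beside the paper's average of 38.2 M reads per sample. All values given here use the gene counts. Genotypes were taken from Supplementary Data 1, of which 213 of the 458 families were used, and the other 245 families entered no comparison by genotype. Each family is either RS, with an R and an S haplotype, or SS at every locus. At the peak genotype bin of the trans eQTL hotspot on chromosome 1 that the paper names HS1, 116 families were RS and 97 were SS. Total gene counts had a median of 27894308 in the RS families (17820988 to 37840730) and 28371741 in the SS families (18567947 to 38811113).
The 13555 genes with at least 10 counts in at least 10% of the families were compared between RS and SS families by edgeR's quasi-likelihood test on counts normalized by TMM, with a threshold of 0.01 on the adjusted p. A family counts as a single replicate. For the scan of the genome, counts scaled by DESeq2 size factors were turned into normal quantiles gene by gene and regressed on each of 1889 genotype bins. Association p-values were adjusted over all pairs of a gene and a bin by the Benjamini-Hochberg method, also at 0.01, and the strongest bin per gene and chromosome is called a peak. A position was in hand for 1202 genes only, so local and distant peaks were counted together. Reads that aligned to more than 1 place were left uncounted, which removes reads from genes with close paralogs such as those of the CYP392 family. The reference holds a single HR96-LBD-1 gene, tetur06g04270, so the counts of its duplicates HR96-LBD-1a and HR96-LBD-1b are pooled.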

Strain MR-VPi, hereafter denoted as the resistant strain, R, has a history of intense and recurrent acaricide selection, and is moderately to highly resistant to six acaricides that collectively belong to four acaricide classes with different modes of action; in contrast, strain ROS-ITi, hereafter denoted as S, is comparatively susceptible to these acaricides (Kurlovs et al.^18^ and Methods). The female F3 families were constructed by crossing single F2 males produced from S × R F1 females to virgin females of strain S (458 families in total, Fig. 1a). With this design, a family of F3 females sired by a single recombinant F2 male are genetically identical full siblings, a consequence of the haplodiploid sex determination system in spider mites (unfertilized eggs develop as haploid males) and the use of inbred lines (note that for each locus in an F3 isogenic family, only two genotypes are possible, RS and SS, Fig. 1a). A median of 42 4–5-day-old F3 females were collected per F3 family to provide sufficient material for RNA extractions (female mites are only ~0.6 mm in length), as well as to lessen the impact of individual variation on gene expression phenotypes. The crosses and collection of 458 RNA samples (one RNA sample from each F3 family) were performed with mites maintained on bean leaves in the absence of acaricide selection.

**Fig. 1:**
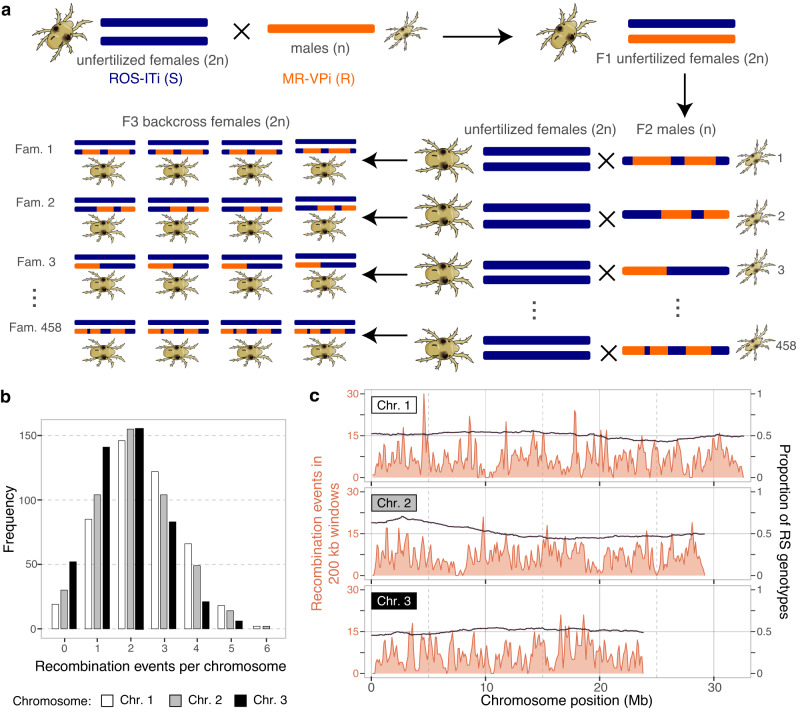
Experimental design for eQTL mapping and distribution of recombination events. **a** Diploid (2n) unfertilized females of strain ROS-ITi (susceptible strain, S, F0 generation) were collected and crossed to haploid (n) males of strain MR-VPi (resistant strain, R, F0 generation). Subsequently, haploid F2 males produced by F1 females were crossed individually to unfertilized S females (notice that the haploid F2 males have recombined chromosomes resulting from meiotic crossovers in their hybrid F1 mothers). Females in each of the resulting F3 families were full siblings and genetically identical because they each arose from a cross between one isogenic haploid male and S strain isogenic females. In total, 458 such F3 families were generated and used for RNA preparation (denoted Fam. 1–458). **b** Histogram of the recombination events for each of the three *T. urticae* chromosomes (Chr. 1–3) as assessed with the 458 F3 families using RNA-seq based genotypes. **c** The distribution of recombination events in the 458 families, as assessed with a sliding window analysis (200 kb window size with 100 kb steps; orange line; left axes), and the proportion of RS genotypes, as calculated every 50 kb (black line; right axes).

Using aligned RNA-seq reads at SNP positions predicted from genomic sequencing data for the F0 generation R and S strains^18^, we genotyped each F3 family, imputed genotypes, and identified a total of 2927 recombination events across the 458 families (Supplementary Data 1). A median of two recombination events were observed for each of the three *T. urticae* holocentric chromosomes (Fig. 1b). 

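The 213 families used held 1352 recombination events, a mean of 6.35 per family. The median was 2 events for each chromosome. No event was seen on chromosome 1 in 11 families, on chromosome 2 in 16 families and on chromosome 3 in 21 families. Libraries and genotype rows were also checked against each other, with 333 peaks at which a gene's expression followed the genotype at an absolute correlation over 0.8. At these peaks a median of 1.50% of a family's genes fell nearer to the mean of the other genotype, the highest share was 11.1%, and 0 of 213 families were over 50%. No family was moved or left out on this basis.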

As assessed using permutations with 1.5 Mb windows, recombination events were not randomly distributed (*p* < 0.001 for each chromosome; Supplementary Fig. 1). Nevertheless, large chromosomal regions of very low recombination were not observed, and significant deviations from the expected 1:1 RS to SS genotype ratios were only observed on chromosome 2 (0–6.2 Mb; Fig. 1c, chi-square goodness of fit tests with Bonferroni correction, adjusted-*p*, or adj-*p*, < 0.01; the most significant deviation was observed at ~2.65–2.75 Mb, with an excess of RS genotypes).

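An excess of RS over SS families was found on proximal chromosome 2, where 94 of the 1889 genotype bins departed from the 1:1 ratio, and on no other chromosome. These bins lie between 1 and 4388931 bp. The excess was largest in the bin from 2745349 to 2760441 bp, where 156 families were RS and 57 were SS. RS families made up 73.2% there (exact 95% confidence interval 66.8 to 79.1%, n = 213 families), with an adjusted p = 2.2e-08 from a chi-square goodness of fit test with Bonferroni correction. The lowest share of RS families at any bin was 39.0%.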

### Genome-wide eQTL atlas

For genetic mapping of expression variation, we selected 1889 maximally informative genotype bins (median length of 29.5 kb) based on observed recombination events in the 458 isogenic families that constituted our eQTL mapping population (a schematic illustrating the approach to bin selection is shown in Supplementary Fig. 2; genotype bins are provided in Supplementary Data 2). Using these markers with expression phenotypes assessed with RNA-seq, we identified significant genotype-phenotype associations with a linear model (Fig. 2a; adj-*p* < 0.01; Supplementary Data 3). 

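Genes of detoxification mapped to chromosome 1 by their expression. CYP392A11 (tetur03g00970), a cytochrome P450 that the paper ties to acaricide resistance, had its strongest bin at the peak of the hotspot HS1 with a correlation of 0.80 between expression and the RS genotype (n = 213 families). The intradiol ring-cleavage dioxygenase DOG11 and the UDP-glycosyltransferase UGT204B1 peaked at the same bin, each with a correlation of 0.80. The P450 genes CYP392D2 and CYP392D8 peaked at the neighboring bin at 12477326 bp, again at 0.80. Other detoxification genes had their strongest bin elsewhere on the chromosome. CYP392A12 peaked at 20907561 bp with a correlation of 0.73, and the P450 pseudogene CYP392EnP peaked at 24079914 bp with a correlation of 0.79. UGT204B1 also had a peak on chromosome 3, at 5575595 bp, where the correlation was -0.44, and the carboxyl/choline esterase CCE58 had one on chromosome 2, at 22517620 bp, at -0.58.
In all, 6392 of 13555 genes had at least 1 peak, with 7406 peaks in total, and 866 genes had peaks on 2 chromosomes. With 5 principal components of expression as covariates, a setting chosen after the data were seen, the number of peaks was 12901. The first 1676 rows of Supplementary Data 3 list associations that can be set beside these families. The sign was the same for 1676 of them, and 655 passed the threshold here, among them 453 of 624 cis rows and 202 of 1052 trans rows. The study estimated those associations from a set of families that includes these 213, so this is not an independent comparison.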

Of 5685 local associations, or *cis* eQTLs, which we defined as those for which the associated genotype bin midpoint was within ±800 kb of its target gene, the majority (54.7%) were within ±100 kb (Supplementary Fig. 3). In addition, we identified 10,563 distant associations, or *trans* eQTLs (Fig. 2a, b). Of the 9740 genes on chromosomes 1-3 with associated eQTLs (i.e., excluding genes on small, unplaced scaffolds), 31.6% (3082) and 24.0% (2341) of genes were regulated by single *cis* and single *trans* eQTLs, respectively, and genes with one *cis* and one *trans* eQTL accounted for an additional 17.2% (1676 genes). The remaining genes were associated with other combinations of *cis* or *trans* control (Supplementary Data 4). Of a set of 723 genes belonging to gene families associated with the metabolism (i.e., CYPs, GSTs, SDRs, or DOGs), binding (i.e., lipocalins) or transport (i.e., ABC transporters) of acaricides or plant specialized compounds (hereafter detoxification genes, Supplementary Data 5), 537 (74.3%) had at least one *cis* or *trans* eQTL. For all genes, as well as for the detoxification genes, -log_10_(adj-*p*) values for *cis* eQTL were significantly greater than for *trans* eQTL; similar trends were observed when examining absolute values of effects sizes (beta values from a linear model; Wilcoxon rank sum tests, all *p* < 10^-15^; Supplementary Fig. 4), a finding observed in related studies in other animals and plants^29^.

**Fig. 2:**
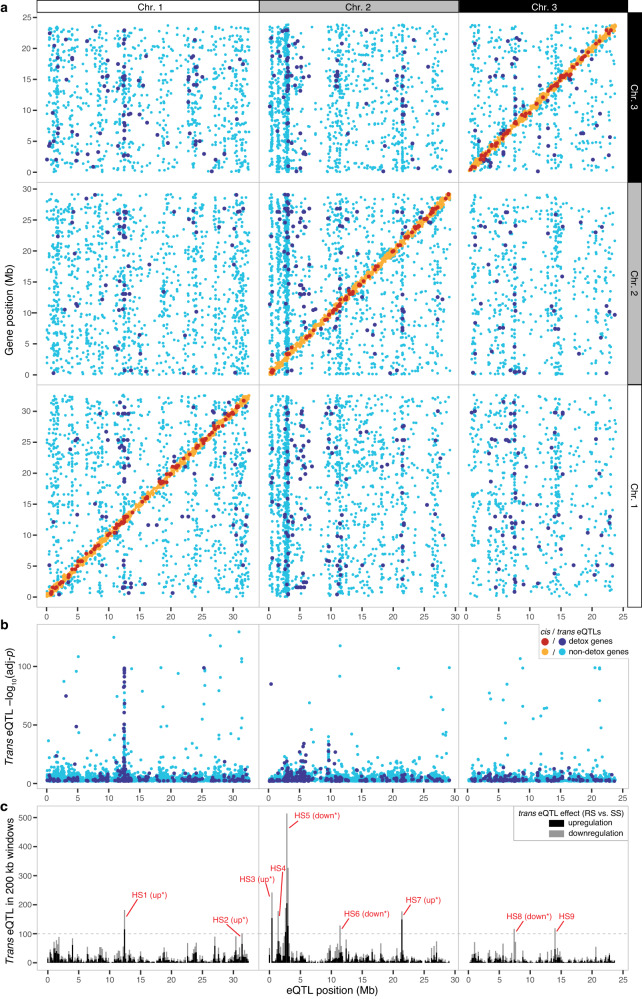
Genomic distribution of eQTLs in the R × S mapping population. **a** Scatter plot showing the position of significant eQTLs (x-axis, adj-*p* < 0.01) along with the respective target genes (y-axis). Colors of points distinguish *cis* eQTLs (yellow or red) from *trans* eQTLs (light or dark blue) as indicated in the legend (bottom right); red and dark blue indicate *cis* and *trans* eQTLs for genes in the detoxification gene set, respectively; otherwise, eQTLs are associated with non-detoxification genes. For display, associations are grouped by each of the three *T. urticae* chromosomes (Chr. 1–3) as indicated at the top and far right. **b** Log transformed adj-*p* (-log_10_) values for *trans* eQTLs (y-axis) by genomic position (x-axis). Each point is for a single *trans* eQTL (light and dark blue color coding are after **a**). **c** The number of *trans* eQTLs (based on bin midpoints) for which associated target genes are either up- or downregulated (stacked black and gray bars, respectively) in non-overlapping 200 kb windows across the *T. urticae* genome (x-axis) are indicated (legend, far upper right; up- and downregulation are defined in the comparison of expression levels of RS to SS genotypes at *trans* eQTL loci). For nine *trans* eQTL hotspots (HS1-HS9) with > 100 *trans* associations each, where a significant bias (adj-*p* < 0.05, denoted by an asterisk) in the direction of effect conferred by *trans* regulation was observed, “up” or “down” is given in parentheses (for HS1-HS9, respectively, chi-square goodness of fit test results are: *χ*^2^(1) = 12.66, *p* = 0.003; *χ*^2^(1) = 8.37, *p* = 0.035; *χ*^2^(1) = 18.00, *p* = 1.99 × 10^-4^; *χ*^2^(1) = 7.35, *p* = 0.060; *χ*^2^(1) = 38.09, *p* = 6.09 × 10^-09^; *χ*^2^(1) = 26.88, *p* = 1.94 × 10^-06^; *χ*^2^(1) = 85.38, *p* = 2.21 × 10^-19^; *χ*^2^(1) = 77.14, *p* = 1.44 × 10^-17^; and *χ*^2^(1) = 5.25, *p* = 0.197; *p* values adjusted with the Bonferroni method to account for multiple tests). For **a** and **b**, the *p*-values for eQTLs, corrected for multiple tests (adj-*p* values), are from the output of MatrixEQTL.

### A *trans*-eQTL hotspot controls expression of many detoxification genes

To identify loci impacting the expression of many genes (i.e., potential master regulators of gene expression), as well as the genes they regulate in *trans*, we assessed the number of *trans* eQTLs in 200 kb non-overlapping windows. We identified nine *trans*-eQTL hotspots (HS1-2, HS3-7, and HS8-9 on chromosomes 1–3, respectively) controlling the expression of ≥ 100 genes (a range of 101 for HS2 to 1125 for HS5, Fig. 2c; the coordinates for all hotspots and the number and identity of *trans*-regulated genes is provided in Supplementary Data 6, and the genes located in the hotspot intervals are given in Supplementary Data 7). 

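Among the hotspot windows, HS5 on chromosome 2 (2.6 to 3.2 Mb) held the most expression peaks, 204, and HS1 on chromosome 1 (12.4 to 12.6 Mb) held 103. HS9 held 46, HS8 held 43, HS6 held 30 and HS2 held 20. There were 19 at HS3, 12 at HS7 and 7 at HS4. Of the 103 peaks at HS1, 68 belonged to genes that the study lists as HS1 trans targets. Few of the listed genes had a peak at the other hotspots, but the study chose most of them as HS1 targets or from the lines. At HS5, 3 transporters of the major facilitator superfamily had a peak, tetur03g02880 at a correlation of -0.25, tetur11g05100 at -0.27 and tetur11g05550 at -0.35. At HS6 the dioxygenase DOG1 peaked at -0.26, the UDP-glycosyltransferase UGT201A5 at -0.25 and the short-chain dehydrogenase/reductase tetur04g08530 at 0.40. The ABC transporter ABCC-38 peaked at HS3 at -0.38.
Peaks of local genes are included in these numbers, since positions were in hand for few genes. The families' genotypes were also shuffled against their expression 99 times, keeping the correlation among genes. At the p that the real scan passed, 28 of the 99 shuffles had a window with as many peaks as HS1 and 30 had one as large as the fullest window of HS5, while 0 of 99 had any peak at their own adjusted threshold. Counts in a window with 5 principal components as covariates differed from the main ones by more than 1.5-fold at HS1 (167), HS2 (41), HS5 (536), HS6 (17) and HS7 (45). With these covariates 0 of 99 shuffles reached HS1. Component 5, however, itself maps to the HS1 peak bin (r -0.63). Taking it out changes the real genotypes at HS1 more than shuffled ones, so this value does not decide whether chance gives such a window.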

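At HS1, 78 genes had a peak with higher expression in RS families and 25 had one with lower expression (adjusted p = 7.2e-07 from an exact binomial test over 9 hotspots). The genes higher with RS include the P450 genes CYP392A11, CYP392D2, CYP392D8 and CYP392A16. HS5 leaned the other way, with 55 higher and 149 lower (adjusted p = 3.0e-10 from the same test), as did HS8, with 9 higher and 34 lower (adjusted p = 5.1e-04). No bias passed the test at the other hotspots. HS2 had 6 higher and 14 lower (adjusted p = 0.26), HS3 had 10 and 9, HS4 had 5 and 2 (adjusted p = 0.58), HS6 had 12 and 18 (adjusted p = 0.54), HS7 had 9 and 3 (adjusted p = 0.26) and HS9 had 24 and 22. With 5 principal components as covariates, chosen after the data were seen, HS8 had 13 higher and 20 lower, HS5 had 230 and 306, and HS1 had 119 and 48. The larger side changed at HS3 (8 higher and 12 lower), HS4 (2 and 5) and HS6 (9 and 8). Peaks numbered as few as 7 at HS4 and 12 at HS7, and the test takes genes as independent although their expression is correlated, which limits what it can show.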

For some hotspots, a bias in the number of genes up- versus downregulated by the RS genotype as compared to the SS genotype was observed (Supplementary Fig. 5; upregulation for HS1-HS3, and HS7, and downregulation for HS5-HS6, and HS8; chi-square tests with Bonferroni correction, adj-*p* < 0.05). The hotspot impacting the most genes (HS5) was coincident with the peak of distortion in the genotype ratio toward RS at ~2.7 Mb on proximal chromosome 2 in the eQTL mapping population (Supplementary Fig. 6).

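At the HS5 bin nearest to the middle of the hotspot, from 2845250 to 2915300 bp, 153 families were RS and 60 were SS, a share of 71.8%. RS families were also in excess at the neighboring hotspots of chromosome 2, with 67.6% at HS3 and 69.0% at HS4. Farther along the chromosome the shares were 53.1% at HS6 and 49.3% at HS7. HS1 on chromosome 1 had 54.5% RS families.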

In a gene ontology (GO, based on molecular function) enrichment analysis with genes controlled in *trans* by HS1 (chromosome 1, 12.4–12.6 Mb, 182 genes), 12 terms were enriched (adj-*p* < 0.05; Supplementary Data 8), most of which were associated with acaricide or plant specialized compound metabolism or transport. These included GO:0005506 (“iron ion binding”) associated with CYPs and DOGs, GO:0016758 (“transferase activity, transferring hexosyl groups”) associated with UGTs, and GO:0042626 (“ATPase activity, coupled to transmembrane movement of substances”) associated with ABC transporters. 

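Among the detoxification families, several moved with the HS1 genotype in the 213 families. Of 8 delta-class glutathione S-transferases, enzymes that conjugate xenobiotics to glutathione, 4 rose and none fell in RS families, GSTd14 by a log2 fold change of 1.82 and GSTd09 by 1.00. Of 7 mu-class members of that enzyme family, 4 fell and none rose, among them GSTm10 (-0.91) and GSTm07 (-0.77). Of 17 UDP-glycosyltransferases, 6 rose, with UGT204B2 at 1.30. All 3 carboxyl/choline esterases measured rose, CCE58 from 595 ± 181 normalized counts (SD, n = 97) to 1155 ± 473 (n = 116). The dioxygenases DOG1 (log2 fold change 1.19) and DOG11 rose, out of 3 measured. Of 12 ABC transporters, 4 rose, ABCC-26 by 0.34. The short-chain dehydrogenase/reductases went both ways, with 4 of 17 higher and 6 lower, from 5.88 for tetur06g04970 to -1.47 for tetur06g05080. tetur06g04970 is not among the trans targets that the study lists for HS1. The paper classed SDR1-3, which lie near HS1, as having local associations, and local effects were not separated here. The MFS transporters did as well (2 higher and 3 lower of 12), and of 4 lipocalins, small carrier proteins, 1 rose and 2 fell.
The study chose these members on families that include these, so the lists give no independent evidence of direction. Adjusted over the list alone, 6 delta-class genes rose, 6 mu-class genes fell and 1 rose, and 7 UDP-glycosyltransferases rose and 4 fell. The same adjustment gave 5 ABC transporters higher and 1 lower, 4 reductases higher and 7 lower, and 2 dioxygenases higher and 1 lower. By limma's camera with a preset correlation of 0.01, the delta-class genes (adjusted p = 4.0e-19), the UDP-glycosyltransferases (6.9e-07), the esterases (1.3e-19) and the dioxygenases (9.1e-11) were higher as sets and the mu-class genes lower (6.0e-05), and each call held with an estimated correlation. The ABC transporters passed with the preset correlation (adjusted p = 0.041) but not with an estimated one (adjusted p = 0.27 with an estimated correlation). No call was made for the reductases (adjusted p = 0.44), the MFS transporters (0.12) or the lipocalins (0.11). The UDP-glycosyltransferases had a mean of 0.15 and a median of -0.16, and the reductases a mean of 0.34 and a median of -0.18.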

In total, 56 genes, pseudogenes, or gene fragments belonging to the CYP (15), GST (11), DOG (3), UGT (9), SDR (4), lipocalin (2), CCE (2), ABC (7), and MFS transporters (3) detoxification families had significant *trans* associations with HS1. Among the CYPs with *trans*-regulation from HS1, most belonged to the CYP392 family (12 of 15), and of these 10 were upregulated by the RS genotype at HS1. These included *CYP392A11* and *CYP392A12* that were previously shown to be highly expressed in the R strain compared to several acaricide susceptible *T. urticae* strains^18^. 

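Of 16 genes of the CYP392 family of P450s measured in the 213 families, 10 were higher and 2 were lower in RS than in SS families at HS1. CYP392A16 rose from 2943 ± 1181 normalized counts (SD, n = 97) to 14880 ± 5932 (n = 116), a log2 fold change of 2.34. CYP392D3 rose by 0.65. The members that fell were CYP392B1 (-0.26) and CYP392A7 (-0.27). The remaining 4 did not pass the test, CYP392D7 at 0.28, CYP392D6 at 0.17, CYP392A13v1 at -0.22 and CYP392E4 at -0.52. Adjusted over the list alone, the counts were again 10 and 2. As a set the family was higher with RS (adjusted p = 3.5e-93 from limma's camera, 7.7e-18 with an estimated correlation). The study named these members as HS1 targets or listed them from the same families, so this is not independent evidence of their direction.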

The remaining enriched GO terms were associated with cysteine-protease activity. 

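Of 20 cysteine protease genes measured, 7 rose and 3 fell in RS families at HS1. Cathepsins and legumain are digestive proteases of mites. The cathepsin L gene tetur16g03680 rose by a log2 fold change of 2.92, from a mean of 4.94 to 38.0 normalized counts, and its relative tetur16g03670 by 1.65. The cathepsin B gene tetur08g05010 rose by 1.13, and tetur28g01760, the most abundant of these, by 0.86, from 61520 to 111400 normalized counts. Among those that fell, the cathepsin L genes tetur23g00880 and tetur23g00860 had values of -1.14 and -0.76. Adjusted over the list alone, 9 rose and 4 fell. The set was higher with RS (adjusted p = 1.2e-10 from limma's camera, 0.030 with an estimated correlation), and the study listed its members from families that include these.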

Protease genes contributing to the enrichments belonged to the Cathepsin B, Cathepsin L, and legumain families, for which upregulation in *T. urticae* is likely important to overcome anti-digestive protease inhibitors produced by host plants^30^.

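Peaks at HS1 were stronger than elsewhere in the genome. The median absolute correlation between expression and genotype was 0.465 over the 103 peaks at HS1, against 0.351 over all 7406 peaks and 0.354 over those outside the 9 hotspots. Of the HS1 peaks, 48 had an absolute correlation over 0.5. CYP392A16, UGT204B2 and GSTd14 were among them, with correlations of 0.80, 0.79 and 0.76. At HS5, which held more peaks, 13 were over 0.5 and the median was 0.292. The median was 0.348 at HS2, 0.399 at HS3, 0.266 at HS4, 0.302 at HS6, 0.288 at HS7, 0.326 at HS8 and 0.305 at HS9. Of the genes that the study lists as HS1 targets, 95 had a peak on chromosome 1 at or near HS1, with a median of 0.450.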

The -log_10_(adj-*p*) values and effect sizes for HS1 *trans* associations were on average much larger than for those observed for *trans* associations genome-wide, or for those at the other eight hotspots (Fig. 2b, c, Supplementary Fig. 5). Nevertheless, for genes controlled in *trans* by HS6 (chromosome 2, 11.4–11.6 Mb, 172 genes) and HS7 (chromosome 2, 21.4–21.6 Mb, 183 genes), one or more GO terms associated with CYPs, cysteine proteases or DOGs were enriched, albeit with modestly significant *p*-values as compared to those for HS1. For all the remaining hotspots, except for HS2 (chromosome 1, 31.4–31.6 Mb, 102 *trans*-regulated genes) and HS3 (chromosome 2, 0.4–0.6 Mb, 242 *trans*-regulated genes), at least one GO term was enriched. These included, for example, GO:0005216 (“ion channel activity”) for HS4 (chromosome 2, 1.4–1.6 Mb, 240 *trans*-regulated genes) and GO:0004930 (“G protein-coupled receptor activity”) for HS5 (chromosome 2, 2.6–3.2 Mb, 1125 *trans*-regulated genes) (Supplementary Data 8).

### Characterization of HS1

Because HS1 was unique in our study in its magnitude of effect on *trans*-regulation of detoxification genes, we focused our subsequent efforts on validating and characterizing this hotspot. To do this, we first constructed two independent sets of near-isogenic lines (NILs) by marker-assisted backcrossing in which the R haplotype at HS1 was introgressed into the S genetic background (see Methods and Supplementary Fig. 7). 

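RNA from adult females of both sets of near-isogenic lines was measured as RNA-seq, with 5 libraries for each of the RR and SS lines of sets A and B. Each library was deposited as an unnormalized read count per gene, which the authors made in the same way as those of the F3 families. Total gene counts were 19994509 to 24076183 (median 22548895) in A-NIL-HS1 RR and 21956194 to 23421148 (median 22952511) in A-NIL-HS1 SS. They were 18036196 to 23987835 (median 21611997) in B-NIL-HS1 RR and 23068665 to 23896200 (median 23620008) in B-NIL-HS1 SS.
RR was compared with SS within each set by edgeR's quasi-likelihood test after TMM normalization and edgeR's filter for low counts. A gene was called at an adjusted p under 0.01, an absolute log2 fold change over 0.5 and a standard error under 1, the thresholds of the paper. The paper removed 1 RR library of set B by an R² rule without naming it in its text. Replicate 2 is the only one whose mean R² with the others of its group is at most 0.9 (0.77). In it, 25 of 41 HS1 targets that rose in the other RR libraries lay below every SS library of set B, and 10 lay above every one. These 41 were chosen by their rise in the other libraries, so this count is a description only. By the R² rule, the values for set B are given first for the 4 other RR libraries against 5 SS libraries, and then for all 5. Genes inside the introgressed segments were not removed, since positions were in hand for few genes.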

For each set, one NIL was homozygous for the R haplotype in a small interval ( < 0.8 Mb) at HS1 (A-NIL-HS1^RR^ and B-NIL-HS1^RR^), and the other (control) NIL was homozygous for the S haplotype at HS1 (A-NIL-HS1^SS^ and B-NIL-HS1^SS^, respectively). The R strain introgressions into A-NIL-HS1^RR^ and B-NIL-HS1^RR^ harbored all or the majority of the genotypic bins in the 200 kb window for HS1 (Fig. 3a and Supplementary Data 9). 

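In both sets of lines, CYP392A11, the carboxyl/choline esterase CCE58 and CYP392D2 were higher in RR than in SS females. In set A, CCE58 had 2324 ± 232 normalized counts in RR and 486 ± 56.5 in SS (SD, n = 5 each), and in set B it had 2260 ± 373 (n = 4) and 440 ± 73.7 (n = 5). CCE50, another esterase of that family, had log2 fold changes of 1.61 in set A and 1.75 in set B. In all, 58 genes rose and 49 fell in set A, of 12422 tested. In set B 89 rose and 36 fell with the 4 RR libraries, of 12300 tested. Of these, 41 genes rose and 3 fell in both sets. Independent calls would give 0.400 and 0.141 shared genes (one-sided Fisher's exact test, p = 3.5e-80 and 3.7e-04). Another 4 genes were called in opposite directions.
With all 5 RR libraries of set B, 10 genes rose and 13 fell, of 12173 tested, and 5 rose and 2 fell in both sets (p = 3.0e-10 and 0.0010 from the same test). The 5 were CYP392A11, CCE58, CCE50, tetur13g04350 and tetur03g09510, named after their values were seen. In DESeq2, 112 genes rose and 100 fell in set A, and 46 and 41 in set B with all 5 libraries. In set A 96 rose without SS replicate 2, and 31 fell without RR replicate 5, 23 with a replicate block and 17 with all groups in a single fit. The RR to SS profile of set A also followed the main axis of variation among the F3 families across genes (Spearman's rho 0.62), which is not tied to HS1. In set B with the 4 libraries this rho was 0.14.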

As revealed by differential gene expression analyses with RNA-seq data from adult females in comparisons of A-NIL-HS1^RR^ to A-NIL-HS1^SS^ and of B-NIL-HS1^RR^ to B-NIL-HS1^SS^, many differentially expressed genes (DEGs; adj-*p* < 0.01, absolute log_2_ fold change, or log_2_FC, > 0.5, see Methods) controlled in *trans* were shared (Fig. 3b; DEGs within the introgressed regions, and that are likely due primarily to *cis* effects, are not shown, Supplementary Data 10 and Supplementary Data 11). Additionally, DEGs for both sets of NILs were highly over-represented in the set of genes with *trans* associations to HS1 identified by eQTL mapping (Fig. 3b, one-tailed hypergeometric tests: A-NIL-HS1 vs. eQTLs HS1, *p* = 3.76 × 10^-65^; B-NIL-HS1 vs. eQTLs HS1, *p* = 1.76 × 10^-63^; A-NIL-HS1 vs. B-NIL-HS1, *p* = 2.57 × 10^-64^). 

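Genes higher in RR females were concentrated among the study's HS1 targets. In set A, 39 of 57 genes that rose were among the 107 measured targets that the study lists as higher with RS, where 0.491 would be there by chance (one-sided Fisher's exact test, p = 3.2e-70). Targets lower with RS held 6 of 49 genes that fell (0.261 by chance, p = 2.1e-07). In set B with the 4 RR libraries, 41 of 88 genes that rose were among 105 targets (0.752 by chance, p = 3.3e-64), and 1 of 36 that fell was among 65 lower targets (p = 0.17), while 2 of these lower targets rose and 1 of the higher ones fell. With all 5 RR libraries, 4 of 10 were (p = 9.4e-07), and 0 of 13 on the lower side by edgeR's test (1 by DESeq2). Among the genes that rose in set A were the targets GSTd14, a glutathione S-transferase, and tetur16g03680, a cathepsin L gene (log2 fold change 6.27). The P450 CYP392A16 rose as well (3.42), and a local effect on it was not separated. The target list comes from other mites, the F3 families, and is independent of these libraries.
Adjusted over the list alone, 52 of the 107 targets rose in set A and 56 of 105 in set B with the 4 libraries. As a set the targets were higher in RR (adjusted p = 2.8e-50 in set A and 4.3e-57 in set B from limma's camera, 0.0023 and 0.0044 with an estimated correlation). With all 5 RR libraries of set B they did not pass with an estimated correlation (adjusted p = 0.44 from camera). Each overlap counts genes that changed in the direction the study gives.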

Among genes with overlaps among the three comparisons, 45% belonged to detoxification families (where no overlap was observed, the respective values were ~9–22%).

**Fig. 3:**
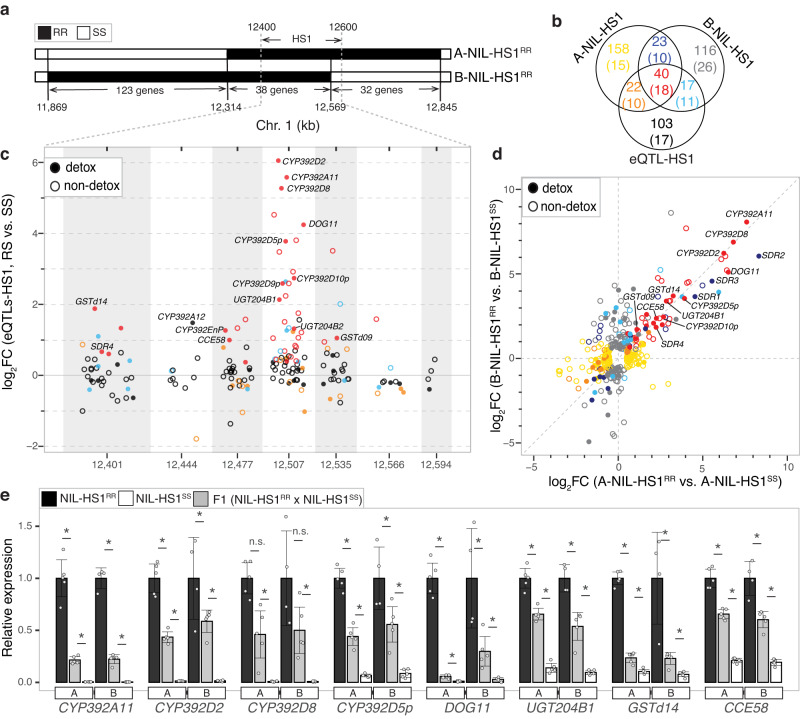
Validation of *trans* eQTL HS1 using near-isogenic lines (NILs). **a** Genomic region at and nearby the 200 kb HS1 window (12.4–12.6 Mb) on chromosome 1 showing the extent of the introgressed R haplotype in A-NIL-HS1^RR^ and B-NIL-HS1^RR^ (legend, upper left). The numbers of genes within the introgressed regions are indicated at the bottom. **b** Venn diagram showing the number and overlap of differentially expressed genes (adj-*p* < 0.01, and see Methods) in the comparison of A-NIL-HS1^RR^ versus A-NIL-HS1^SS^ (denoted A-NIL-HS1), B-NIL-HS1^RR^ versus B-NIL-HS1^SS^ (denoted B-NIL-HS1), and those genes with *trans* control originating from HS1 as determined by eQTL mapping (denoted eQTL-HS1). Numbers of detoxification genes are given in parentheses, and overlap classes are color coded. **c** For genes with *trans* eQTLs overlapping the HS1 window (genotype bins are in alternating gray and white, and bin midpoints in kb are indicated at bottom), log_2_ fold changes (log_2_FC) attributable to the respective genotypes at the *trans* eQTL loci at HS1 are shown on the y-axis. Within a bin, *trans* regulated genes (circles) are jittered to prevent plotting overlap, and are color coded after panel **b**. Detoxification genes are denoted with filled circles (legend, top left). **d** Scatter plot showing log_2_FC values for differentially expressed genes (from **b**) in either the A-NIL-HS1^RR^ versus A-NIL-HS1^SS^ or the B-NIL-HS1^RR^ versus B-NIL-HS1^SS^ comparisons (x-axis and y-axis, respectively; genes are color coded based on **b**). **e** Relative expression levels for a subset of highly differentially expressed detoxification genes in NIL-HS1^RR^ and NIL-HS1^SS^ for the A and B NIL sets along with the respective values for F1s. To facilitate comparisons, expression was normalized to values from A-NIL-HS1^RR^ and B-NIL-HS1^RR^. Significant differences are indicated by asterisks (adj-*p* < 0.05*, DESeq2; n.s., not significant). For the bar plot, means, error bars of ±2 standard error, and all data points are shown. The differential gene expression analyses for NILs in **b**, **e** used *p*-values adjusted for multiple tests (adj-*p* values) as output by DESeq2 (*n* = 5 biologically independent replicates, except for B-NIL-HS1^RR^, for which *n* = 4 biologically independent replicates).

We also examined the relationships between the fold changes for genes with *trans* associations to HS1 and for DEGs identified in the NIL comparisons. 

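Of the 115 HS1 targets that the study lists as higher with RS, 80 rose past the threshold in the 213 families, and of the 67 listed as lower, 23 fell. All 182 had the sign that the study gives. Adjusted over the list alone, 101 rose and 41 fell. CYP392D2 rose the most among the P450s, from 140 ± 86.3 normalized counts (SD, n = 97) in SS to 7900 ± 3049 (n = 116) in RS families. The study drew the list from families that include these, so the count is not independent evidence. Over all 13555 genes, 285 rose and 211 fell (edgeR's quasi-likelihood test).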

For the majority of genes with strong *trans* regulation by genotype bins at HS1, elevated expression was associated with the RS genotype (Fig. 3c). This was especially striking for the genotype bin centered at 12.507 Mb, which harbored the genes with the most striking upregulation, including *CYP392A11*, *CYP392D2, CYP392D8*, *DOG11*, and *UGT204B1*, as well as several CYPs annotated as pseudogenes in the reference assembly (e.g., *CYP392D5p* and *CYP392D10p*). 

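Fold changes between the genotypes at the HS1 peak bin were large for detoxification genes. CYP392A11 had 430 ± 72.2 normalized counts in SS families (SD, n = 97) and 21418 ± 9133 in RS families (n = 116), a 49.8-fold difference and a log2 fold change of 5.64 (standard error 0.083, adjusted p = 3.3e-142 from edgeR's quasi-likelihood test). CYP392D2 differed 56.4-fold (adjusted p = 1.1e-115). CYP392D8 had 104 ± 125 and 3372 ± 1897, a 32.2-fold difference. DOG11, a dioxygenase that opens aromatic rings, had 53.5 ± 34.8 and 938 ± 599, a 17.5-fold difference (adjusted p = 5.0e-73). UGT204B1, which adds sugars to small molecules, had 312 ± 109 and 1351 ± 548, a 4.33-fold difference (adjusted p = 4.2e-65). The reference's pseudogenes CYP392D5p and CYP392D10p were also higher, from 90.5 ± 41.1 to 1117 ± 386 and from 347 ± 167 to 2164 ± 888. The lowest RS family had 5465 counts of CYP392A11 and the highest SS family had 588, so the genotype classes did not overlap.
The counts are those of the reference's gene models, so reads of near-identical copies in these strains may be pooled or left out. The paper states that elevated expression goes with the RS genotype for most genes under strong trans regulation by HS1, above all at this bin.

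**Figure D1:**
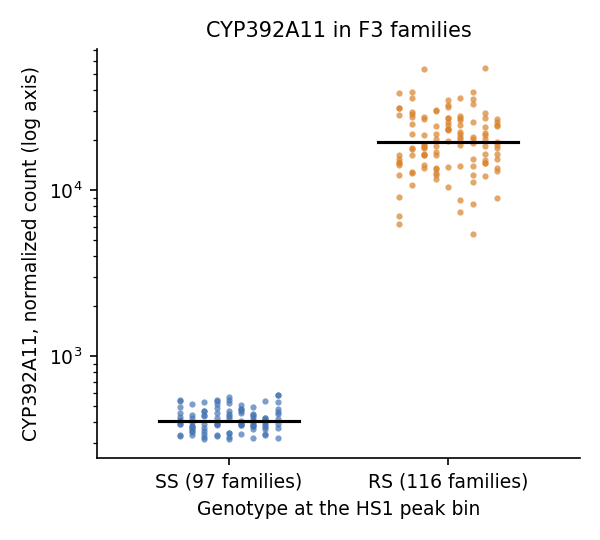
Normalized counts of CYP392A11 on a log axis in the 213 F3 families, 1 point per family, by genotype at the HS1 peak bin, with the median of each class as a line. The 97 SS families lie between 317 and 588 and the 116 RS families between 5465 and 54702.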

Strikingly, these genes, as well as many others *trans*-regulated by the 12.507 Mb genotype bin, or by the nearby bins (e.g., *CYP392EnP*, *CCE58*, *GSTd09*, and *GSTd14*), were also similarly upregulated in both of the A-NIL-HS1^RR^ versus A-NIL-HS1^SS^ and B-NIL-HS1^RR^ versus B-NIL-HS1^SS^ comparisons. 

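The genes with the largest fold changes in the families were higher in the RR lines of both sets. In set A, CYP392D5p had 1254 ± 127 normalized counts in RR and 82.8 ± 19.1 in SS (SD, n = 5 each). CYP392EnP had 1534 ± 238 and 325 ± 52.6. UGT204B1 had 2144 ± 218 and 299 ± 106, and UGT204B2 had 3242 ± 301 and 1018 ± 126. GSTd14, a delta-class glutathione S-transferase, had 1599 ± 111 and 168 ± 38.4, and GSTd09 had 1315 ± 96.6 and 611 ± 142. Their log2 fold changes ran from 1.10 for GSTd09 (adjusted p = 6.4e-04 from edgeR's quasi-likelihood test) to 3.92 for CYP392D5p.
In set B with the 4 RR libraries the same genes rose. UGT204B1 had 2562 ± 341 in RR and 246 ± 58.7 in SS, GSTd14 had 2331 ± 1033 and 181 ± 62.3, and GSTd09 had 1758 ± 331 and 539 ± 94.0 (n = 4 and 5). CYP392D10p had a log2 fold change of 2.68 in set A and 2.45 in set B, and CYP392EnP 2.24 and 1.83. Of 16 CYP392 genes, 8 rose and none fell in each set (11 and 10 adjusted over the list alone). The study drew most of this list from these lines and the families, so it is not independent evidence. As a set the family was higher in RR in both (adjusted p = 2.5e-17 and 8.6e-17 from limma's camera), also with an estimated correlation. With all 5 RR libraries of set B the set did not pass with an estimated correlation (adjusted p = 0.52 from camera), and UGT204B1 (adjusted p = 0.028), GSTd14 (0.063), GSTd09 (0.56) and CYP392EnP (0.059) missed the threshold of 0.01.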

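In A-NIL-HS1 RR females, CYP392A11 had 62151 ± 12081 normalized counts against 321 ± 32.0 in A-NIL-HS1 SS (SD, n = 5 each), a log2 fold change of 7.60 (standard error 0.17, adjusted p = 2.1e-11 from edgeR's quasi-likelihood test). CYP392D2 had 6484 ± 1016 against 85.4 ± 10.4, CYP392D8 had 1375 ± 224 against 12.3 ± 5.02 and DOG11 had 3540 ± 584 against 38.8 ± 16.7. Their log2 fold changes were 6.24, 6.79 and 6.51. In set B, CYP392A11 had 78790 ± 7649 in RR (n = 4) and 296 ± 47.1 in SS (n = 5), a log2 fold change of 8.06 (standard error 0.15, adjusted p = 1.2e-10 from edgeR's test). The other genes had values of 6.21 (CYP392D2), 6.87 (CYP392D8) and 5.10 (DOG11). In every one of these comparisons each RR library lay above each SS library.
Replicate 2 of B-NIL-HS1 RR had 4205 normalized counts of CYP392A11, far under the other 4. With this library in the fit, CYP392A11 remained past the threshold at 7.75 (adjusted p = 7.3e-04), and CYP392D2 (5.89, adjusted p = 0.048), CYP392D8 (6.54, adjusted p = 0.059) and DOG11 (4.78, adjusted p = 0.23) did not.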

In some cases, as for *CYP392D2*, *CYP392A11*, *CYP392D8*, and *DOG11*, the observed upregulation was dramatic, with log_2_FC values as high as ~8 for *CYP392A11* in both the NIL set comparisons (Fig. 3d). Where overlap was not observed between HS1 *trans*-regulated genes and DEGs identified in the NIL comparisons, fold changes were generally small (absolute log_2_FC < 1.0, Fig. 3c, d and Supplementary Data 11).

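HS1 targets that neither set of lines called had small fold changes in the families. Of 168 targets tested in the families and in both sets, 56 were called in at least 1 set, with a median absolute log2 fold change of 1.05 in the families, and 112 were called in neither (set B with 4 RR libraries), with a median of 0.19. For 109 of these 112 the absolute value was under 1. The exceptions were CYP392A12, a P450 with 1.32, and tetur01g12410 and tetur05g01720, lower with RS at -1.65 and -1.32. In the lines the latter pair was at -2.33 and -2.89 in set A without passing all thresholds. Among targets of small effect that were called, the ABC transporter ABCC-26 was at 0.68 in set A and 0.66 in set B.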

To understand the mode of inheritance for expression traits associated with allelic variation at HS1, we also collected matching expression data for F1 females derived from A-NIL-HS1^RR^ × A-NIL-HS1^SS^ and B-NIL-HS1^RR^ × B-NIL-HS1^SS^ crosses. 

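F1 females of both crosses were measured in the same way as their parental lines, with 5 libraries for each set. The deposited unnormalized read counts came to 21772335 to 23419167 per library (median 22793055) in set A and 22612437 to 23339765 (median 23063168) in set B. The authors made them with the same aligner and counter. F1 females were compared with the SS and the RR line of their set by edgeR's quasi-likelihood test at the thresholds used for the lines, and all groups of a set entered a single fit to place the F1 mean between the parental means. A position of 0 is the SS mean and 1 is the RR mean, on the log2 scale unless stated. Genes were chosen by their difference between RR and SS alone, and the RR mean enters both sides of the ratio, so the position is a description and not a test. For set B the 4 RR libraries kept by the R² rule were used first.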

For a set of genes strongly up-regulated in *trans* by the R haplotype at HS1, as well as in A-NIL-HS1^RR^ and B-NIL-HS1^RR^, expression levels in F1s were intermediate in most cases, revealing a dosage dependence of the *trans*-regulatory factor(s) at HS1 (Fig. 3e and Supplementary Data 10).

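CYP392A11 had 13305 ± 2301 normalized counts in F1 females of set A (SD, n = 5), between 321 in SS and 62151 in RR. Its position was 0.71 on the log2 scale and 0.21 on the scale of counts. CYP392D2 (2804 ± 387) lay at 0.81 and 0.43, and CYP392D8 (632 ± 350) at 0.84 and 0.46. DOG11 (199 ± 60.7) and GSTd14 (374 ± 82.6) lay nearer to the SS line, at 0.37 and 0.36 on the log2 scale. CCE58 and UGT204B1 lay at 0.74 and 0.79. In set B, CYP392A11 (18196 ± 3903) lay at 0.73, CYP392D2 (3521 ± 727) at 0.88, CYP392D8 (720 ± 354) at 0.86, DOG11 (631 ± 341) at 0.66 and GSTd14 (554 ± 155) at 0.43.
Of the HS1 targets that rose in RR, the F1 mean lay between the parental means for 35 of 39 in set A and 41 of 43 in set B with the 4 RR libraries. Their median position was 0.65 and 0.66 on the log2 scale and 0.37 and 0.36 on the scale of counts. CYP392A11 departed from the midpoint of the log2 means in set A (adjusted p = 7.0e-08 from edgeR's quasi-likelihood test), as did DOG11 on its other side (adjusted p = 0.0056). Over all genes called in set A, 77 of 107 lay between, 26 beyond RR and 4 beyond SS. In both sets the F1 libraries also stood apart from both parental lines, with 366 genes higher and 155 lower than both lines in set A and 703 and 22 in set B with all 5 RR libraries (924 and 58 with 4, computed after the values were seen). From the intermediate levels in F1 females, the paper concludes that the trans-regulatory factor or factors at HS1 act in a dosage-dependent way.

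**Figure D2:**
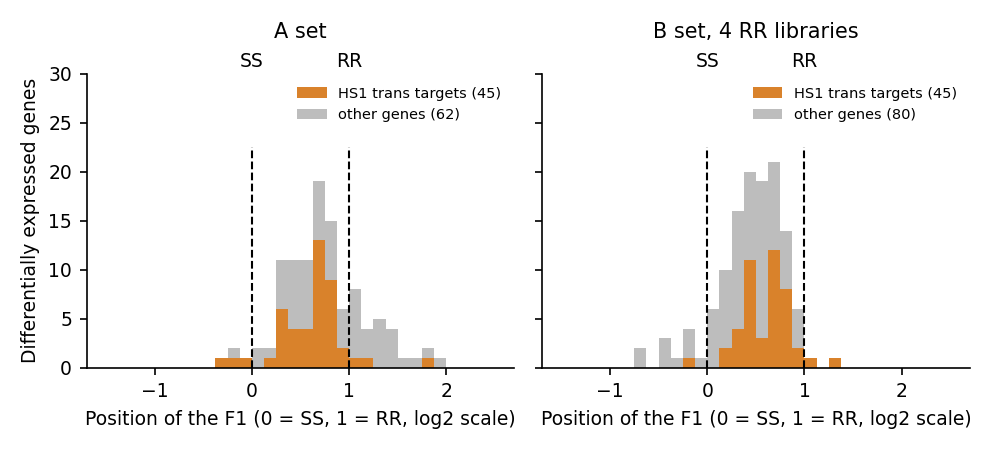
Number of genes called between RR and SS by the position of their F1 mean on the log2 scale (0 is the SS mean and 1 the RR mean, dashed lines), for set A and for set B with 4 RR libraries, stacked by whether the gene is an HS1 target. Of the 45 HS1 targets in each set, 39 lie between the lines in set A and 42 in set B.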

### An epistatic interaction underlies heightened expression of *CYP392A12* in the R strain

For 79 of the 182 (43.4%) genes with *trans* associations to HS1, a *cis* eQTL was also identified (Fig. 4a). In an examination of the 79 *cis* eQTLs, we found that the (local) RS genotype more often resulted in down- than upregulation as compared to the SS genotype (54 versus 25, chi-square goodness of fit test: *χ*^2^(1) = 10.65, *p* = 0.001; for all genes with *cis* effects, no bias was observed: *χ*^2^(1) = 3.30, *p* = 0.069). While the relevance of this observation is not clear, one of the 25 genes for which a *cis* effect was associated with upregulation by the RS genotype was *CYP392A12*. This gene is the most similar CYP to *CYP392A11* in *T. urticae*^21^, and *CYP392A11* and its close homologs in *T. urticae* appear to be important in the development of acaricide resistance as demonstrated by recent genetic and functional studies^10,31^. *CYP392A12* is located 27.4 kb from *CYP392A11* on distal chromosome 1 (Supplementary Data 5), and like *CYP392A11* has a *trans* association with higher expression associated with the RS genotype at HS1. An unanticipated finding, however, was that *CYP392A12* was not a DEG in either the A-NIL-HS1^RR^ versus A-NIL-HS1^SS^ or the B-NIL-HS1^RR^ versus B-NIL-HS1^SS^ comparisons (Supplementary Data 10). Therefore, it was one of the few detoxification genes with large expression changes attributable to HS1 that was not validated in the differential gene expression analyses with the HS1 NIL sets.

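CYP392A12 (tetur03g00830) had 196 ± 18.6 normalized counts in A-NIL-HS1 RR and 183 ± 23.1 in A-NIL-HS1 SS females (SD, n = 5 each). In set B it had 192 ± 20.1 in RR (n = 4) and 203 ± 21.7 in SS (n = 5). These are log2 fold changes of 0.10 (standard error 0.12, adjusted p = 0.64 from edgeR's quasi-likelihood test) and -0.07 (standard error 0.12, adjusted p = 0.87). The differences are smaller than the spread between replicates. With all 5 RR libraries of set B the value was -0.01 (adjusted p = 1.0).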

**Fig. 4:**
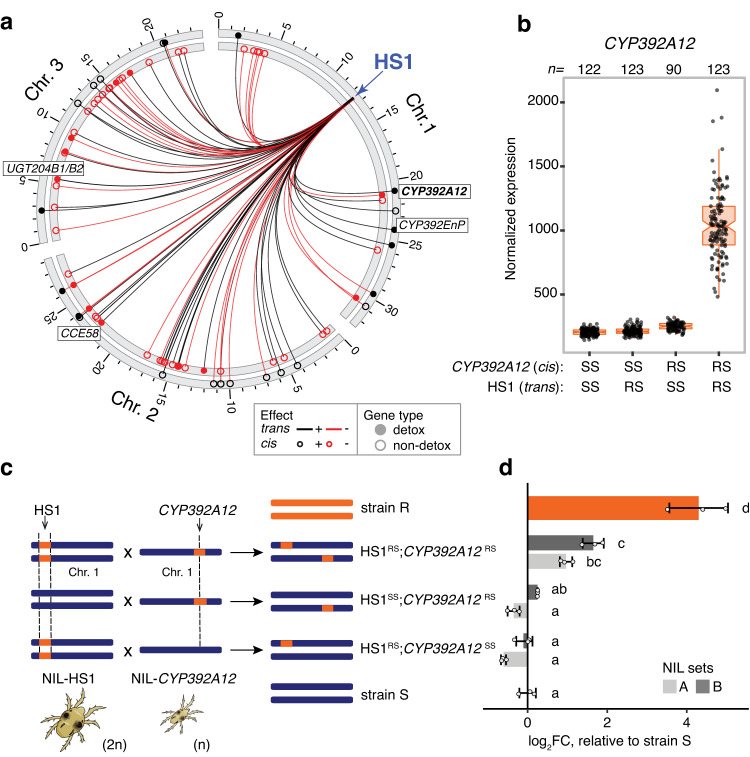
An epistatic interaction between *CYP392A12 trans* and *cis* eQTLs. **a** Genes *trans* regulated by HS1 that also have *cis* eQTLs are displayed in a circle plot (the lines originating from HS1, blue arrow, link HS1 to the genomic locations of the respective genes). Select detoxification genes (filled circles, legend, bottom right) with large HS1 *trans*-driven fold changes (*CYP392A12*, *UGT204B1*, *UGT204B2*, *CCE58*, and *CYP392EnP*, see Fig. 3c) are labeled, with *CYP392A12* in bold text. The direction of effects of *trans* eQTLs at HS1, as well as *cis* eQTLs at target genes, is as indicated in the legend; “+” indicates upregulation (black lines for *trans*, and outer circle for *cis*) by the RS genotype as compared to the SS genotype (otherwise, “-”, red lines for *trans*, and inner circle for *cis*). **b** A boxplot showing DESeq2 normalized expression of *CYP392A12* across the 458 F3 families conditioned on the four possible genotypes at HS1 (reflecting a *trans* effect) and at *CYP392A12* (reflecting a *cis* effect; sample sizes, *n*, are given at top). For the boxplot, the box indentations are median values, the boxes extend from the first to third quartiles, and the whiskers extend to 1.5 times the respective interquartile ranges. All data points are displayed. **c** Schematic showing crosses between the B-NIL-HS1 strain females (2n) and males (n) from the two sets ("A" and "B") of the *CYP392A12* NILs. RNA was collected from F1 females and from the parent R and S strains (color coded as orange and blue, respectively). **d** Displayed are log_2_ fold change (log_2_FC) values for *CYP392A12* in F1 females from the crosses shown in panel **c**, as well as strain R, in comparison to that of the S strain (one-way analysis of variance, F_7,16_ = 82.67, *p* = 2.29 × 10^-11^; samples with different letters have significant differences as assessed with pairwise two-sided unpaired t-tests, adj-*p* < 0.05; *p* values were corrected for multiple tests with the Bonferroni method). For the bar plot, means, error bars of ±1 standard deviation, and all data points are shown (*n* = 3 biologically independent replicates, with each biological replicate based on two technical replicates).

To investigate this discrepancy, we assessed the expression of *CYP392A12* in the 458 F3 families of the eQTL mapping population by conditioning on both the genotype at HS1 (*trans* eQTL) and at the genotype bin for the *CYP392A12 cis* eQTL that overlaps with the gene. This analysis revealed that among the four possible genotypic combinations, high-level expression of *CYP392A12* was only observed when RS genotypes at both HS1 and the *cis* eQTL were present (all other combinations were associated with low expression; Fig. 4b). This finding suggests that the action of the R strain HS1 *trans* factor(s) on *CYP392A12* is specific to the R haplotype at the *cis* eQTL (this potentially explains the finding with the HS1 NILs, which have the S genetic background except at HS1). 

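CYP392A12 was high only in families with RS at both loci. For this gene HS1 was read at the bin with its midpoint at 12444655 bp, which lies 2 bins before the peak bin used elsewhere, so that 2 families have another HS1 genotype than there. The interaction term with the peak bin was 1.98. The 51 families that were RS at HS1 and RS at the bin from 20863487 to 20951636 bp of chromosome 1, the strongest bin for this gene, had 1128 ± 283 normalized counts (SD). The 51 families that were SS at both had 224 ± 23.7, the 65 families RS at HS1 alone had 232 ± 29.6, and the 46 families RS at the local bin alone had 279 ± 33.1. This is 5.03-fold, 1.04-fold and 1.24-fold the level of the SS and SS class. All 51 families of the RS and RS class lay above each of the other 162 families, the highest of which had 360. The interaction term was 1.97 on the log2 scale (standard error 0.066, adjusted p = 8.2e-74 from edgeR's quasi-likelihood test) and 842 normalized counts on the linear scale (permutation test with 100000 resamples, p = 1e-05, the smallest that they can give). The HS1 term alone was 0.05 (adjusted p = 1.0) and the local term alone 0.31 (adjusted p = 1.4e-07). Its neighbor CYP392A11 had no interaction between these bins (0.10, adjusted p = 1.0). Over 13555 genes, 4 had an interaction at an adjusted p under 0.01. From these classes, the paper proposes that the R strain factor at HS1 acts on CYP392A12 only where the gene's own locus carries the R haplotype.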

To validate this conjecture, we constructed two sets of independent NILs in which the *CYP392A12* locus was introgressed from the R strain into the S strain for five generations (A-NIL-*CYP392A12*^RR^ and B-NIL-*CYP392A12*^RR^, along with the control lines A-NIL-*CYP392A12*^SS^ and B-NIL-*CYP392A12*^SS^). We then crossed these lines to the B-NILs we constructed for HS1, as shown in Fig. 4c, and performed reverse transcription quantitative PCR (RT-qPCR) for *CYP392A12* in resulting F1 females as well as those from the R and S parental strains. As expected, expression of *CYP392A12* was significantly higher in the R strain compared to the S strain (adj-*p* < 0.05, two-tailed t-tests with Bonferroni adjustment for multiple tests; Fig. 4d); further, intermediate expression of *CYP392A12* was otherwise only observed in F1 females when the RS genotype was present at both HS1 and *CYP392A12*, confirming the epistatic interaction.

### Tandemly duplicated nuclear hormone receptor-96 (HR96) like genes at HS1

In the reference *T. urticae* genome sequence, 34 annotated genes are located in the HS1 interval (Supplementary Data 7). Previous functional genetic and molecular studies have identified genes in the aryl hydrocarbon receptor (AhR), cap’ n’ collar isoform C: Muscle Aponeurosis Fibromatosis (CncC:Maf), and invertebrate HR96 (homologous to mammalian pregnane X, or PXR, and constitutive androstane receptors) families as regulators of responses to xenobiotics^19^. No *T. urticae* homologs of CncC:Maf or AhR are present in any of the HS1-9 intervals. However, one of the seven genes inclusive to the peak genotype bin for *trans* associations at HS1 (~12.507 Mb, Fig. 5a) is *tetur06g04270*. This gene encodes a product with homology to NHR proteins for which small molecule binding and (potentially) dimerization mediated by ligand-binding domains (LBDs) can lead to DNA-binding (mediated by DNA-binding domains, DBDs) to impact transcriptional regulation^19,32^. Specifically, *tetur06g04270* is a homolog of the xenosensing NHR gene *HR96* in *D. melanogaster*^32^. As opposed to the single *HR96* gene in *D. melanogaster*, the reference *T. urticae* genome has eight genes encoding canonical HR96 products with both LBDs and DBDs, as well as 47 genes that encode products with HR96-like LBDs, but that lack DBDs^33^. One of the latter is *tetur06g04270*, hereafter called *HR96-LBD-1*. 

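The HR96 homolog HR96-LBD-1 was higher by a small margin in RS than in SS families. Its counts pool both duplicates of these strains. In the 213 families it had 534 ± 148 normalized counts in RS (SD, n = 116) and 434 ± 151 in SS (n = 97), a log2 fold change of 0.30 (standard error 0.064, adjusted p = 2.4e-04 from edgeR's quasi-likelihood test). Its peak in the scan was at 12477326 bp, the bin next to the HS1 peak, with a correlation of 0.33. In the lines the difference missed the threshold. A-NIL-HS1 RR had 601 ± 51.9 and SS 410 ± 58.0 (n = 5 each, log2 fold change 0.55), and B-NIL-HS1 RR had 438 ± 78.6 (n = 4) and SS 324 ± 103 (n = 5, log2 fold change 0.44). The adjusted p-values from edgeR's test were 0.016 in set A and 0.47 in set B. F1 females had 472 ± 35.4 in set A and 486 ± 76.1 in set B. Whether reads of the R and S copies align equally well to the London gene was not tested.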

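The HR96 genes tetur20g01820 and tetur11g01960, which encode nuclear receptors with ligand-binding and DNA-binding domains, did not differ by the HS1 genotype in the families, at log2 fold changes of -0.09 (adjusted p = 0.33 from edgeR's quasi-likelihood test) and 0.04 (adjusted p = 0.90). In set A of the lines they were at 0.07 and 0.00. The HS8 window on chromosome 3, where RS families made up 45.5%, held no peak of any listed detoxification gene, and neither did the HS9 window, with 52.6% RS families. The lists hold only the detoxification, protease and transporter genes named in the paper's tables in hand, not the whole gene families. At HS1 the same lists had CYP392, DOG, GST, UGT and CCE genes. The study chose most of the listed genes as HS1 targets or from the lines, so this contrast between hotspots was largely set in advance and decides nothing.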

A *HR96* gene encoding both a LBD and DBD was present in each of the HS8 (*tetur20g01820*) and HS9 (*tetur11g01960*) intervals (Supplementary Data 7), but the genes regulated in *trans* by these hotspots are not strongly associated with detoxification (Supplementary Data 8).

**Fig. 5:**
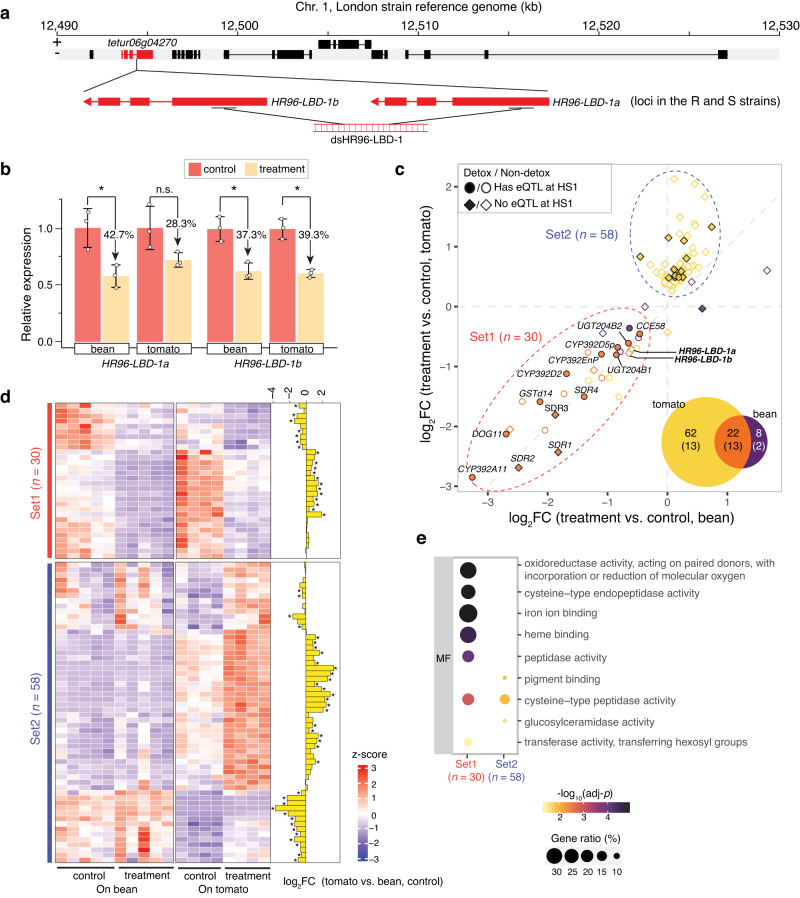
Effect of *HR96-LBD-1a* and *HR96-LBD-1b* knockdown on gene expression. **a** Genes within the peak genotype bin interval for HS1 (“+” and “-”, plus and minus strands, respectively; rectangles denote exons, and lines denote introns). The *tetur06g04270* (*HR96-LBD-1*; red) gene in the reference London strain genome (top) is present as two copies in the R and S strains (*HR96-LDB-1a* and *HR96-LDB-1b*, middle). A single dsRNA was selected that targets both duplicated genes (bottom; dsHR96-LBD-1). **b** Relative expression of *HR96-LBD-1a* and *HR96-LDB-1b* following injection with dsGFP (control) and dsHR96-LBD-1 (treatment) on the bean and tomato hosts as assessed with RT-qPCR (two-sided unpaired t-tests, adj-*p* < 0.05*; n.s., not significant; for tests from left to right: t(3.22) = 3.74, *p* = 0.04; t(2.44) = 2.45, *p* = 0.11; t(3.45) = 4.95, *p* = 0.02; and t(2.59) = 7.10, *p* = 0.02; *p* values corrected for multiple tests with the Benjamini-Hochberg method). For the bar plot, means, error bars of ±1 standard deviation, and all data points are shown (*n* = 3 biologically independent replicates, with each biological replicate based on two technical replicates). **c** Log_2_ fold change (log_2_FC) values for differentially expressed genes between treatment versus control samples for mites on bean (x-axis) and on tomato (y-axis), adj-*p* < 0.01 (multiple tests adjusted *p*-values are from DESeq2; *n* = 5 biologically independent replicates for mite samples on bean; *n* = 4 biologically independent replicates for mite samples on tomato). Each point is a gene color coded as shown in the Venn diagram (inset); detoxification genes are in parenthesis, and are displayed with filled plotting symbols, with shape denoting overlap to genes controlled in *trans* by HS1 (legend, top left). Select detoxification genes with large fold changes are labeled, as are *HR96-LDB-1a* and *HR96-LDB-1b*; genes with similar downregulation on both host plants are denoted as Set1 (*n* = 30); Set2 genes (*n* = 58) were upregulated upon treatment, mainly in mites feeding on tomato (dashed ellipses). **d** A heatmap shows standardized expression levels (z-scores) for genes belonging to Set1 and Set2 (each column is a biologically independent replicate, with the replicate numbers the same as for panel **c**). Log_2_FC values for a pairwise comparison with control samples on tomato versus bean are displayed in a barplot at the far right (adj-*p* < 0.01*). **e** Enriched gene ontology (GO, based on molecular function, MF) term descriptions for Set1 and Set2 genes (adj-*p* < 0.05; *p*-values from one-tailed hypergeometric tests, followed by adjustments for multiple testing using the Benjamini-Hochberg method, as implemented in clusterProfiler). Circles are colored based on -log_10_(adj-*p*) values, with size reflecting the number of observed genes with a term versus the number annotated with the term. The differential gene expression analyses in panels **c** and **d** (barplot) used *p*-values adjusted for multiple tests (adj-*p* values) as output by DESeq2.

As noted by Snoeck et al.^33^, *HR96-LBD-1* is present as two copies in some *T. urticae* strains. Further, we observed that the coverage depth of R and S strain Illumina DNA reads aligned to *HR96-LBD-1* in the London reference genome was approximately twice that expected for single copy genes, a signature of a duplication (Supplementary Data 12 and Methods). Therefore, we sequenced the R and S strain genomes using the long-read PacBio technology^34^ and recovered and annotated the *HR96-LBD-1* locus from the resulting assemblies. In both strains, two genes, denoted *HR96-LBD-1a* and *HR96-LBD-1b* (Fig. 5a), are present as tandem duplicates (direct repeats with intergenic distances of 1.7 and 1.4 kb in the R and S strains, respectively, Supplementary Fig. 8 and Supplementary Data 13). The duplicates have 82.1% gap-compressed identity in coding regions in strain R at the amino acid level; the analogous value is 85.0% for strain S (Supplementary Fig. 9). While both genes harbor HR96-like LBDs, neither has a DBD. Substituting the *HR96-LBD-1* sequence in the reference genome for the PacBio assembled tandem duplicates allowed us to assess differential expression between strains for both *HR96-LBD-1a* and *HR96-LBD-1b* with existing R and S strain RNA-seq data^18^ (Supplementary Data 14; adj-*p* < 0.01). While a small expression difference was observed between strains for *HR96-LBD-1a* (~60% expression in the R strain compared to the S strain), there was no significant difference for *HR96-LBD-1b*.

### RNAi knockdown of *HR96-LBD-1a* and *HR96-LBD-1b* alters detoxification gene expression

To assess if *HR96-LBD-1a* and *HR96-LBD-1b* impact the expression of genes *trans* regulated by HS1, we performed RNAi injections with dsHR96-LBD-1 to knock down both genes in B-NIL-HS1^RR^ (treatment; because the duplicated genes are highly similar, gene-specific RNAi knockdown sequences could not be designed, see Methods). We performed two sets of RNAi injections using adult females, with injection of a sequence for green fluorescence protein as the control (dsGFP). 

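RNA-seq of injected B-NIL-HS1 RR females was deposited as an unnormalized read count per gene for 18 libraries, 5 per treatment on bean and 4 per treatment on tomato. The authors collected mites on bean 4 days after injection, and mites on tomato after 24 h on that host. Total gene counts were 19718526 to 22437507 (median 21420754) for dsHR96-LBD-1 and 18635352 to 22412760 (median 20552617) for dsGFP on bean. On tomato they were 18126121 to 19925372 (median 19234164) and 18928641 to 19925862 (median 19209726.5). Alignment and counting followed the steps used for the families. Treatment was compared with dsGFP on each host by edgeR's quasi-likelihood test after TMM normalization, with an adjusted p under 0.01 and no threshold on the fold change, as in the paper. The difference between the hosts was tested as an interaction in a fit of all 18 libraries. dsGFP libraries of both hosts were also compared with each other, and this comparison shares its libraries with both knockdown comparisons. Bean and tomato mites were injected and collected as separate sets, so host and set cannot be told apart.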

For the first set of injections, mites were kept on bean leaves until RNA was harvested. To investigate a possible impact of host plant on detoxification and host associated gene regulation, for the second set injected mites were transferred from bean to tomato leaves for 24 h prior to RNA collection. Compared to bean, tomato is a challenging host for many *T. urticae* strains^26^.

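HR96-LBD-1, counted as a single gene for both duplicates, fell after injection of dsHR96-LBD-1 on both hosts. On bean it had 341 ± 31.2 normalized counts against 519 ± 30.1 with dsGFP (SD, n = 5 each), 34.4% lower. On tomato it had 397 ± 16.6 against 654 ± 27.3 (n = 4 each), 39.3% lower. Every treated library lay under every control library, with 307 to 376 against 468 to 544 on bean and 382 to 415 against 631 to 692 on tomato. The log2 fold changes were -0.61 on bean (standard error 0.08, adjusted p = 2.1e-03 from edgeR's quasi-likelihood test) and -0.72 on tomato (standard error 0.07, adjusted p = 2.0e-03 from the same test). Reads of the dsRNA's own target stretch could not be set aside in gene counts, and the duplicates cannot be separated.

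**Figure D3:**
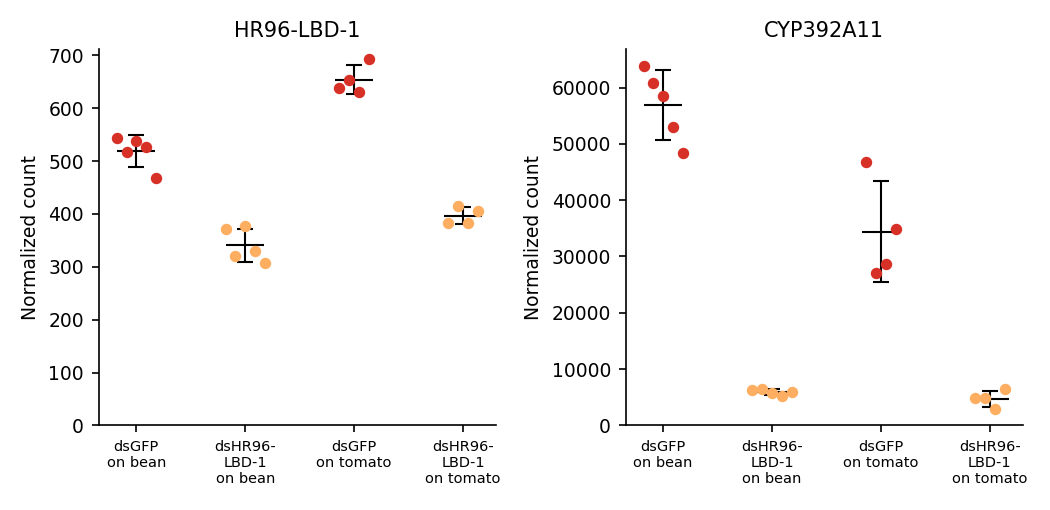
Normalized counts of HR96-LBD-1 and of CYP392A11 in the 18 RNAi libraries by host and treatment, 1 point per library with the mean and SD. HR96-LBD-1 lies at 307 to 376 with dsHR96-LBD-1 and at 468 to 544 with dsGFP on bean.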

As assessed with RT-qPCR, with RNA-seq, or with both, we found that expression for each of *HR96-LBD-1a* and HR96*-LBD-1b* was significantly reduced by ~30–40% following dsHR96-LBD-1 injection as compared to the control (*p* < 0.05 for RT-qPCR, Fig. 5b; adj-*p* < 0.01 for RNA-seq, Fig. 5c, Supplementary Data 15). Further, as assessed with the RNA-seq data or by RT-qPCR (Supplementary Fig. 10), no other *HR96* genes in *T. urticae* were significantly changed in expression, suggesting that the knockdown was specific. 

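Of the other HR96 and related receptor genes with an ID in hand, 4 could be tested and did not pass on either host. The mite's remaining HR96 genes were not examined. tetur20g01820, a receptor with ligand-binding and DNA-binding domains, had a log2 fold change of 0.09 on bean and -0.02 on tomato. tetur11g01960 had -0.15 and -0.04, tetur01g07820 -0.03 and -0.05, and tetur36g00260 -0.34 and 0.01 (adjusted p = 1.0 for each from edgeR's quasi-likelihood test, n = 5 and 4 libraries per group). tetur86g00030 was too low to be tested.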

In total, we identified 30 and 84 DEGs in response to the dsHR96-LBD-1 treatment for mites feeding on bean and tomato, respectively (Fig. 5c, Supplementary Data 11 and Supplementary Data 15). 

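On bean 19 genes fell and 1 rose after dsHR96-LBD-1 injection, of 12540 tested, and on tomato 7 fell and 1 rose, of 12655 (edgeR's quasi-likelihood test). The gene with the largest fall on each host was CYP392A11, the P450 with the highest counts among the HS1 targets. It had 5959 ± 494 normalized counts against 56880 ± 6164 on bean (SD, n = 5 each) and 4754 ± 1438 against 34390 ± 8955 on tomato (n = 4 each). The genes that rose were tetur184g00010 on bean (log2 fold change 1.66) and tetur16g02250 on tomato (1.49). In DESeq2 at the same threshold the counts on tomato were 27 lower and 57 higher, and on bean 26 and 3. Without a low-count filter 16 fell and 5 rose on tomato, with a replicate block 19 and 31, with all groups in a single fit 13 and 3, and leaving out 1 library gave 4 to 9 and 0 to 11. A direct test of the difference between the hosts called 0 of 13077 genes in edgeR and 0 in DESeq2, with 259 genes higher and 149 lower at an unadjusted p under 0.05. Together these are a smaller share of the genes than the 0.05 that no difference would give.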

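Genes that fell after knockdown were mostly HS1 targets. Of the 20 genes that fell on bean, on tomato or on both, 15 are targets that the study lists as higher with RS, and none is a target lower with RS. Of the 20, 13 passed the threshold on bean alone, 1 on tomato alone and 6 on both. All 20 had a negative fold change on both hosts, and the direct test called no difference between the hosts. For example, tetur01g02610 had log2 fold changes of -2.04 on bean and -2.07 on tomato (adjusted p = 0.014 on tomato from edgeR's quasi-likelihood test). The cathepsin B gene tetur08g05010 fell by 2.42 on the log2 scale on bean and by 1.59 on tomato, and the cysteine peptidase tetur31g00690 fell by 2.62 on bean. Of 105 measured targets higher with RS, 15 fell on bean (24 adjusted over the list alone) and 4 on tomato (19 adjusted over the list alone). As a set they were lower on both hosts (adjusted p = 7.8e-32 and 1.9e-10 from limma's camera, 0.046 on each with an estimated correlation). By DESeq2, 31 genes fell on either host, 22 of them on both, and 22 were targets.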

A subset of genes were downregulated in one or both comparisons (Set1, 30 genes; Supplementary Data 16) and were enriched for many of the same GO terms as observed for the genes *trans* regulated by HS1 (compare Supplementary Data 17 to Supplementary Data 8). These included most of the detoxification genes identified as strongly upregulated by the RS genotype at HS1 by eQTL mapping or in either the A-NIL-HS1^RR^ versus A-NIL-HS1^SS^ or B-NIL-HS1^RR^ versus B-NIL-HS1^SS^ comparisons (Supplementary Data 11); the most dramatically downregulated genes included *CYP392A11*, *DOG11*, *GSTd14*, and multiple SDRs (*SDR1-4* in Fig. 5c). Three of these SDRs (*SDR1-3*) are within ~500 kb of HS1, and by our eQTL classification criteria were assigned as having *cis* eQTLs (local associations; see Methods). However, the RNAi findings, along with their upregulation in the A-NIL-HS1^RR^ versus A-NIL-HS1^SS^ and B-NIL-HS1^RR^ versus B-NIL-HS1^SS^ comparisons (Fig. 3d, Supplementary Data 11), suggest that mechanistically *SDR1-3* are in fact *trans* regulated by the nearby *HR96-LBD-1* gene(s) located at HS1.

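Detoxification genes fell on bean after dsHR96-LBD-1 injection. CYP392A11 fell by 3.26 on the log2 scale (standard error 0.08, adjusted p = 1.1e-11 from edgeR's quasi-likelihood test). DOG11 had 154 ± 29.0 normalized counts against 995 ± 321 with dsGFP, GSTd14 had 169 ± 26.4 against 738 ± 143, CYP392D2 had 852 ± 113 against 2732 ± 506 and the reductase SDR4 had 124 ± 19.2 against 325 ± 77.5 (SD, n = 5 each). Their log2 fold changes were -2.69, -2.13, -1.69 and -1.39. CYP392EnP (-1.10), UGT204B1 (-0.85), CYP392D5p (-0.83), UGT204B2 (-0.65) and CCE58 (-0.46) also fell. Others that were higher in RR lines did not pass the test, CYP392D8 at 0.19, CYP392A16 at -0.31 and GSTd09 at -0.13. On tomato CYP392A11 (-2.85), DOG11 (-2.13) and GSTd14 (-1.59) fell, while CYP392D2 (-1.13, adjusted p = 0.014), SDR4 (-1.51, adjusted p = 0.013) and CYP392EnP (-0.80, adjusted p = 0.014) missed the threshold of 0.01. Of 16 CYP392 genes 4 fell on bean and 1 on tomato (adjusted over the list alone, 7 fell and 1 rose on bean and 4 fell on tomato). On bean their set was lower (adjusted p = 2.1e-09 from limma's camera), a call lost with an estimated correlation (adjusted p = 0.14 with an estimated correlation).
Across genes, the larger the rise of an HS1 target in B-NIL-HS1 RR over SS, the larger its fall after knockdown (Pearson's r -0.62 and Spearman's rho -0.60 over 39 genes on bean, and -0.79 and -0.77 over 38 on tomato). Genes are not independent replicates, and the targets were chosen by their rise. Of these, 36 of 39 had a negative fold change on bean and 32 of 38 on tomato (exact binomial test, p = 3.6e-08 and 2.4e-05).

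**Figure D4:**
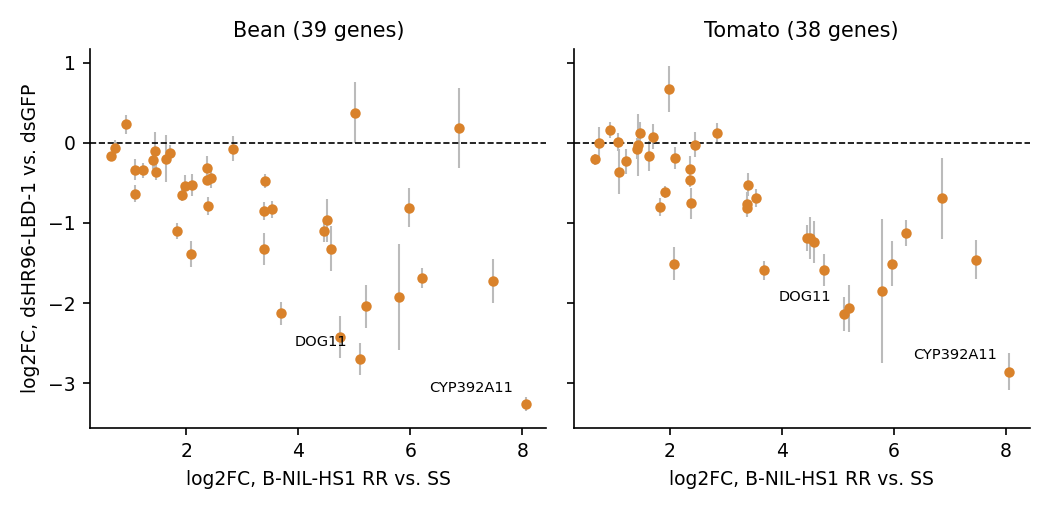
Log2 fold change after dsHR96-LBD-1 injection on bean and tomato (vertical axis, bars are standard errors) against the log2 fold change of RR over SS in set B with 4 RR libraries (horizontal axis), 1 point per HS1 target that rose in RR. Of 39 genes on bean, 36 lie under 0.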

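Of the short-chain dehydrogenase/reductases, tetur06g04970 rose in the RR lines and fell after knockdown on both hosts. It had 196 ± 57.5 normalized counts in A-NIL-HS1 RR and 0.602 ± 0.550 in SS (SD, n = 5 each), and 62.9 ± 19.6 in B-NIL-HS1 RR (n = 4) against 0.978 ± 0.983 in SS (n = 5). After injection of dsHR96-LBD-1 it had 12.3 ± 6.36 against 68.6 ± 23.6 on bean (n = 5 each) and 20.7 ± 5.07 against 133 ± 32.2 on tomato (n = 4 each), both past the threshold (adjusted p = 3.7e-03 and 9.4e-04 from edgeR's quasi-likelihood test). Its neighbor in the list, tetur06g04940, rose in both sets of lines (log2 fold changes of 4.48 and 3.61), fell by 2.42 on the log2 scale on tomato and had -1.81 on bean (adjusted p = 0.066). tetur06g04980 rose in the lines (5.38 and 4.44) and had -1.85 on bean (adjusted p = 0.030) and -1.79 on tomato (adjusted p = 0.14). In the tables used, SDR1-3 are not paired with gene IDs, so these genes are given by ID alone. Levels near 0 in SS make their fitted fold changes depend on the small count added to each. From the knockdown and the lines together, the paper proposes that SDR1-3 are regulated in trans by HR96-LBD-1 nearby.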

In contrast, a second group of genes (Set2, 58 genes; Supplementary Data 16) were primarily upregulated on tomato in response to knockdown treatment. 

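On tomato 1 gene rose after knockdown at the threshold, tetur16g02250, with 7 lower. At an adjusted p under 0.05, 14 genes rose. By edgeR 31 rose with a replicate block and 5 without a low-count filter, and leaving out 1 library gave 0 to 11 (11 without dsGFP replicate 1). By DESeq2 57 genes rose on tomato and 3 on bean, with none shared between the hosts. As lists, the lipocalins, small carrier proteins, were higher on tomato after treatment, with none past the threshold over all genes and 3 adjusted over the list alone (adjusted p = 7.0e-06 from limma's camera, 0.046 with an estimated correlation). HS1 targets lower with RS were also higher as a set (adjusted p = 2.1e-09, 0.046 with an estimated correlation), with none of 61 called. PLAT proteins were higher as well (adjusted p = 9.8e-04 from camera, 0.046 with an estimated correlation), with 2 adjusted over the list alone, and carboxyl/choline esterases were lower (5.8e-05 and 0.046), also with 2.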

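Of the 60 genes that rose on either host by DESeq2, 3 are HS1 targets, all listed as lower with RS, and 1 is on the list of cysteine proteases. Of the 2 genes that rose by edgeR's test, 0 are HS1 targets. Among the genes that fell by DESeq2, 31 in all, 6 are cysteine proteases, digestive enzymes.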

Only a few of these genes were identified as under *trans* control by HS1 by the eQTL mapping that was performed on bean, and comparatively few were in annotated detoxification gene families (Fig. 3c; these genes were not enriched for detoxification-related GO terms, although they were enriched for a term associated with cysteine proteases, Fig. 5e and Supplementary Data 17). A differential expression analysis between the dsGFP injected mites feeding on tomato versus bean revealed that many Set1 and Set2 genes (63.3% and 63.8%, respectively) changed in expression upon host plant shift (adj-*p* < 0.01; *HR96-LBD-1b*, but not *HR96-LBD-1a*, showed minor upregulation, 1.3 fold, on the tomato host, Supplementary Data 15). 

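Many of the genes that respond to knockdown differed between control mites on tomato and on bean. Bean and tomato mites were injected as separate sets, so the host and the set cannot be told apart. In dsGFP mites, DOG11 rose by a log2 fold change of 1.85 on tomato (adjusted p = 1.4e-05 from edgeR's quasi-likelihood test), CYP392D2 by 1.25 and GSTd14 by 0.85, while CYP392A11 fell by 0.74 on the log2 scale. HR96-LBD-1, with its duplicates pooled, rose 1.25-fold (adjusted p = 2.0e-03). Of the 20 genes that fell after knockdown, 13 (65%) also differed between the hosts, 10 higher and 3 lower on tomato. Over all genes the share was 27.5%. By DESeq2 it was 67.7% of 31 genes that fell and 65% of 60 that rose, against 32.6% of all genes. In total 1728 genes rose and 1766 fell on tomato, of 12723 tested.
The dsGFP libraries stand in both comparisons, so errors in them are shared. In 20 simulated sets with no change, the correlation across genes between the fold changes of knockdown and host was 0.476 on bean and -0.534 on tomato, where the data had 0.239 and -0.070. The simulations held no host effect, which in the data widens the spread of fold changes, so these correlations cannot be compared directly. The covariance was 0.0269 on bean and -0.0096 on tomato in the data, against 0.0192 and -0.0244 in the simulations. With the dsGFP libraries split between the comparisons, 7 of 16 genes that fell on bean rose on tomato and 3 fell, where independent calls would give 1.68 and 1.76. Of the genes that fell after knockdown on tomato, 5 of 7 were higher and 1 lower with the host, and with the split 3 fell, 1 higher and 1 lower with the host.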

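Genes higher on tomato than on bean in control mites were among those that fell after knockdown on tomato. The dioxygenase DOG11 had 3607 ± 770 normalized counts with dsGFP on tomato (SD, n = 4), and 823 ± 239 with dsHR96-LBD-1. GSTd14, a glutathione S-transferase, had 1335 ± 176 and 444 ± 66.0. Of the genes that rose by DESeq2, 39 of 59 tested also differed between the hosts in dsGFP mites, 21 higher and 18 lower on tomato.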

Interestingly, a subset of Set2 genes that were induced upon transfer to tomato were upregulated even more strongly upon knockdown treatment, a contrasting pattern to that observed for most Set1 genes (Fig. 5d).

### Structural and allelic variation in *HR96-LBD-1a* and *HR96-LBD-1b*

To further examine variation in *HR96-LBD-1a* and *HR96-LBD-1b* in *T. urticae*, we aligned previously released Illumina genomic reads for 20 additional inbred *T. urticae* strains originating from Europe, Japan, and North America to the London reference genome sequence^18,35–37^. For all but one strain (C1N1d), normalized read coverage for the single *HR96-LBD-1* gene in the London genome sequence was similar to that observed for the R and S strains (Supplementary Data 12), suggesting the presence of two copies. For the C1N1d strain, zero coverage was observed, and a deletion of 9.6 kb that includes *HR96-LBD-1a* and *HR96-LBD-1b* was confirmed in a C1N1d genome assembly (see Discussion; Supplementary Fig. 8).

We also examined allelic variation in *HR96-LBD-1a* and HR*96-LBD-1b* beginning with the R and S strains for which we generated high-quality PacBio genome assemblies. At the amino acid level, the sequence identity for HR96-LBD-1a between the R and S strains is 91.5%, while it is 98.4% for HR96-LBD-1b. For HR96-LBD-1b, this included a radical tryptophan to arginine change at position 309 (W309R) in the R strain that was not observed in the S strain, or in either the R or S strains for HR96-LBD-1a (Supplementary Fig. 9). Alphafold-based modeling^38,39^ and alignments of R strain HR96-LBD-1a and HR96-LBD-1b to other NHRs with known structures, including the human nuclear xenobiotic receptor PXR^40^, revealed that although W309R is unlikely to be involved in the dimerization or activation potential of the LBD, it appears to be a key inward-facing residue in the bottom of ligand-binding pocket itself (Supplementary Fig. 11).

The high sequence similarity of *HR96-LBD-1a* and *HR96-LBD-1b* precluded confident construction of the complete sequences for these genes for the strains for which only short-read Illumina data were available. Nevertheless, the T-to-C transition that causes the W309R change (TGG to CGG) in the R strain was observed in Illumina read alignments for one other strain (the RB strain from Utah, USA), and a T-to-A transversion that also leads to the W309R change (TGG to AGG) was observed in four other strains (the MAR-ABi strain from Greece, and the Hib, KH and WG-S strains from Utah, USA; Supplementary Data 12). All variants predicted to cause the W309R substitution were inferred to be in *HR96-LBD-1b* as determined by nearby differences in Illumina reads fixed between *HR96-LBD-1a* and *HR96-LBD-1b* in the R and S strains, as well as duplicate-specific PCR and Sanger sequencing with the MAR-ABi strain (Supplementary Fig. 12).

## Discussion

Numerous studies have documented the upregulation of detoxification genes in insects and mites resistant to pesticides or responding to plant chemical challenges^6,22,41^. Although *cis* genetic variation has been a common explanation^42^, *trans*-driven variation has also been reported^13–18^; however, critical questions about the genetic and molecular nature of *trans-*regulatory variation impacting detoxification and host plant use genes remain unanswered. In particular, what are the loci underlying *trans*-mediated variation in gene expression, and are they the same or different from those in metazoan xenobiotic response pathways established by molecular genetic studies?

We comprehensively identified loci explaining expression variation between a highly acaricide resistant *T. urticae* strain and a more susceptible one. Our finding of more *trans* than *cis* eQTL for all genes, as well as for detoxification genes, is explained in part by eQTL hotspots, such as HS5 on chromosome 2 (2.6–3.2 Mb, 1125 *trans*-regulated genes) that was also coincident with genotype ratio distortion in the eQTL mapping population, a signal of a segregating variant that impacts fitness (i.e., one that differentially impacts survival, as can be detected in multi-generational experimental designs). While a locus at HS5 may therefore impact fitness between the R and S strains, GO enrichment analyses suggested that this, and most other hotspots, did not contribute disproportionally to variation in detoxification gene expression. However, for the 182, 172 and 183 genes with *trans* associations to HS1 (chromosome 1, 12.4–12.6 Mb), HS6 (chromosome 2, 11.4–11.6 Mb) and HS7 (chromosome 3, 21.4–21.6 Mb), GO terms for detoxification were enriched, as they were for protease activity (HS1 and HS7), the upregulation of which is a potential mechanism to overcome anti-herbivore plant-produced protease inhibitors^30,43,44^. Among these three hotspots, HS1 was exceptional in both the percentage of detoxification genes with associations (30.8% versus 8.1% and 13.7% for HS6 and HS7, respectively, Supplementary Data 6), and in the magnitude of effect sizes explained in *trans*. In fact, as established with HS1 NILs, homozygosity of the R haplotype at HS1 was associated with changes of tens to > 200-fold elevated expression of subsets of detoxification genes in unrelated families. Where differences were observed between genes *trans*-regulated by HS1 and DEGs identified using HS1 NILs, potential explanations include epistatic effects, as observed for *CYP392A12*, highlighting the potential importance of interactions between *trans* and *cis* variants in the origin of expression variation in arthropod detoxification genes.

Among the transcriptional regulators commonly implicated in xenosensing and signaling in animals (i.e., CnC:Mafs, AhRs, and HR96 and its vertebrate homologs^19^), the number of *T. urticae* HR96 and HR96-like genes is striking. In particular, the large lineage-specific expansion of HR96-LBD genes^33^ mirrors that of other families involved in responses to the environment, such as chemosensory receptors in animals or Resistance (R) genes in plants^45,46^, and raises the possibility that HR96-LBD genes may be important for *T. urticae*’s ability to overcome the chemical defenses of its host plants. Supporting this conjecture, two HR96-LBD genes were located in the HS1 interval (*HR96-LBD-1a* and *HR96-LBD-1b*), and are causal for the major *trans* effects on gene expression mediated by HS1 as established by RNAi knockdown on two host plants. Further, genes regulated by one or potentially both of the two HR96-LBD genes included putative digestive proteases, as well as genes like *DOG11* ( ~ 63-fold upregulation by the RR haplotype), a member of a detoxification gene family with broad substrate specificity against plant-produced mono- and polycyclic catecholic compounds^25^. Further supporting a role for *HR96-LBD-1a* and *HR96-LBD-1b* in the regulation of host plant use associated genes, many of the genes that responded to RNAi treatment also changed expression upon host shift from bean to tomato.

*HR96-LBD-1a* and *HR96-LBD-1b* knockdown also impacted multiple CYPs in the CYP392 family, with the RR genotype in HS1 NILs resulting in the remarkably large upregulation of *CYP392A11* ( ~ 231-fold), *CYP392D8* ( ~ 115-fold), and *CYP392D2* ( ~ 75-fold). Although roles for these CYPs in host plant interactions are not yet known, a combination of functional expression and genetic studies have revealed that CYP392A members metabolize structurally diverse acaricides such as pyflubumide, abamectin, cyenopyrafen and fenpyroximate^10,31,47^. Previously, with multi-generational evolve-and-resequence QTL mapping, Snoeck et al.^33^ identified three resistance loci for the METI-Is acaricide tebufenpyrad in another inbred line derived from the MR-VP strain. One QTL localized to cytochrome P450 reductase, the required electron donor for microsomal CYP activities in animals, suggesting that CYP-mediated detoxification is important for metabolism of METI-Is compounds, and another localized to the *HR96-LBD-1a* and *HR96-LBD-1b* genic interval on chromosome 1. Collectively, these QTL findings^33^ are consistent with a role for the R strain *HR96-LBD-1a* and *HR96-LBD-1b* haplotypes in resistance to tebufenpyrad, and potentially the other acaricides to which the R strain is highly resistant, via massive *trans*-driven upregulation of one or multiple CYP392 family genes.

No large differences in expression of *HR96-LBD-1a* or *HR96-LBD-1b* were observed between strains, suggesting that one or more coding sequence changes in *HR96-LBD-1a*, *HR96-LBD-1b*, or both, were involved in the upregulation of target genes in the R versus the S strain. For many NHR genes with both LBDs and DBDs, an interaction with an exogenous (xenobiotic) or endogenous ligand initiates translocation to the nucleus with homo- or heterodimer formation and DNA binding to alter transcription, although specific mechanisms vary^19,28^. Apart from HR96-LBD genes in *T. urticae*, several other instances of NHR genes with LBDs lacking DBDs have been reported for gene transcription regulation^28,48,49^. These potentially act by ligand- and LBD-dependent dimerization with canonical NHRs with both LBDs and DBDs to impact gene expression^48^. Within the LBDs of HR96-LBD-1a and HR96-LBD-1b, most changes were conservative, with the exception of one radical substitution (W309R) in the latter (Supplementary Figs. 9 and 11). Unexpectedly, we found independent mutational origins of the W309R change among geographically disparate *T. urticae* strains (Supplementary Fig. 12). This mirrors the finding of independent mutations with global occurrence for acaricide target-site resistance in *T. urticae*^50,51^. The six inbred strains with the W309R change all have known (or plausible) greenhouse origins (Supplementary Data 12), and therefore likely have recent histories of acaricide exposure. This includes MAR-ABi, which has an independent origin of the W309R change as compared to the R strain, and is also multi-acaricide resistant with high *trans*-driven expression of some of the identical genes regulated by HS1 in the R strain (e.g., *CYP392A12* and *DOG11*)^18^.

Whether this single change, which is predicted to be inward facing into the putative ligand-binding pocket, is causal for the observed transcriptomic effects is still unclear. Regardless, this, or other changes within or outside the LBDs of HR96-LBD-1a or HR96-LBD-1b in the R strain, might enable the protein(s) to perceive an exogenous ligand (or a stress induced endogenous ligand) upon feeding on bean and tomato; an alternative possibility is that variant(s) in the R strain confer ligand-independent activation of target genes, which could explain the constitutive differences in detoxification gene expression between the R and S strains. While additional studies are required to assess these possibilities, as they are to establish which of the duplicate genes is causal, our work nevertheless establishes spider mite HR96-LBDs as master regulators of detoxification genes and other genes involved in host plant use. We also observed that a subset of genes that responded to RNAi knockdown of *HR96-LBD-1a* and *HR96-LBD-1b* differed between mites on bean versus tomato. This result suggests that signals from host plants, perhaps via plant specialized compounds, can modulate signaling by HR96-LBD proteins.

We observed that 21 of the 22 *T. urticae* strains analyzed in our study appear to have both *HR96-LBD-1a* and *HR96-LBD-1b* (whether the single copy in the London reference genome is an assembly error is currently unknown). Strikingly, however, both duplicates are absent in the C1N1d strain. This strain is unique among those we analyzed in that it originated from a well-characterized host-race specialist population of *T. urticae* that is restricted to European honeysuckle (*Lonicera peryclimenum*) in the costal dune ecosystem in the Netherlands, where it exists in sympatry with generalist *T. urticae* populations^37^. Whether the absence of *HR96-LBD-1a* and *HR96-LBD-1b* is related to the specialist’s restriction to honeysuckle is unclear. However, where generalist arthropod herbivores exhibit host-races or cryptic species complexes with host plant specialization (e.g., as for the whitefly *Bemisia tabaci*^52^), our work suggests that variation in xenobiotic regulators should not be overlooked as potential factors impacting host plant breadth.

In conclusion, in herbivores variation in regulatory pathways that putatively evolved in response to pressure by host plant factors (specialized compounds and proteins) is a likely target of selection by anthropogenic chemical application. Our findings raise the possibility that the lineage-specific expansion of HR96-LBD genes in *T. urticae* underlies modular control of subsets of xenobiotic response genes to enable productive interactions with the diverse host plants colonized by this cosmopolitan herbivore.

## Methods

### Mite strains and husbandry

The source and inbreeding of the multi-acaricide resistant strain MR-VPi (resistant strain, R) and the inbred strain ROS-ITi (susceptible strain, S), as well as their acaricide resistance profiles, have been described previously (Kurlovs et al.^18^ and references therein). Briefly, the progenitor population (MR-VP) from which the R strain was inbred in 2018 was originally collected from a greenhouse in 2005 in Brussels, Belgium, and was maintained on bean plants (*Phaseolus vulgaris*) with periodic selection with a mitochondrial electron transport inhibitors of complex I (METI-Is) acaricide (tebufenpyrad). In contrast, the progenitor population from which the S strain was inbred in 2018 was collected on a rose species (genus *Rosa*) from a greenhouse in southern Italy in 2017 (see also Supplementary Data 12), and subsequently maintained on *P. vulgaris*. The R strain is moderately or highly resistant to bifenthrin (Na^+^ channel modulators, IRAC^53^ class 3 A), fenbutatin oxide (inhibitor of mitochondrial ATP synthesis, IRAC class 12B), fenpyroximate, pyridaben, and tebufenpyrad (METI-Is, IRAC class 21 A), and cyenopyrafen (METI-IIs, IRAC class 20 A). The S strain is comparatively susceptible to all of these compounds, although it is moderately resistant to abamectin (GluCl allosteric modulators, IRAC class 6) and is resistant to dicofol, a compound of unknown mode of action. For propagation of bulk stocks and for collection of mites for DNA preparations, the strains were maintained on potted kidney bean plants (*P. vulgaris* var ‘Prelude’) at 25 °C ( ± 0.5 °C), 60% relative humidity, and a 16:8 h light:dark photoperiod in the absence of acaricide selection. Unless noted otherwise, for other experimental procedures mites were maintained under the same conditions on detached bean leaves.

### eQTL mapping population, RNA-seq generation, and read alignments

To map loci for expression variation between the R and S strains^54^, we crossed S diploid virgin females (teleiochrysalis stage) to R haploid males. From F1 unfertilized daughters, we recovered recombinant F2 males and crossed them individually to ten S virgin females. We then collected 4-to-5-day-old adult F3 females from each cross (a median of 42 females per population). In total, 458 pools of F3 females (isogenic full sibling families) were collected and stored at -80 °C (a crossing and sample generation schematic is shown in Fig. 1a). RNA was extracted from the frozen F3 mite families using the RNeasy Plus Mini Kit (Qiagen, Germany) according to the manufacturer’s Quick-Start Protocol. Quality and quantity of extracted RNA was analyzed by gel electrophoresis (1% agarose gel; 30 min; 100 V) and a DeNovix DS-11 spectrophotometer (DeNovix, USA), respectively. Sequencing libraries were constructed using the Illumina Truseq stranded mRNA library preparation kit and sequenced on an Illumina Novaseq6000 to produce an average of 38.2 million paired-end reads of 100 bp per library (Supplementary Data 18). Library preparation and sequencing were conducted at Fasteris (Switzerland). RNA-seq reads from each F3 library were aligned to the three-chromosome London reference genome^36^ using STAR v2.7.3a^55^ with arguments of “--twopassMode basic --alignIntronMax 30000”; STAR was selected as it is mismatch tolerant, which reduces potential reference biases in read alignments to the *T. urticae* genome. Alignment BAM files were position sorted and indexed using SAMtools v1.9^56^. Unless otherwise noted, subsequent RNA collections and read alignments for downstream analyses used the same workflow as for the 458 F3 families.

### Variant predictions for the R and S strains

We aligned previously available Illumina DNA-seq reads for strain S ( ~ 442-fold genome coverage in paired-end reads of 151 bp) and strain R ( ~ 94-fold coverage in paired-end reads of 125 bp)^18^ [PRJNA799176]) to the reference genome using BWA v0.7.17-r1188^57^ with default options and predicted variants by adapting GATK v4.2 Best Practice recommendations^58^; hard filtering initial predictions with (1) RMSMappingQuality (MQ) ≥ 40.0, (2) StrandOddsRatio (SOR) ≤ 3, and (3) QualByDepth (QD) ≥ 2 identified 716,597 SNPs that distinguished the strains.

### Genotyping of isogenic F3 populations

For each of the 458 isogenic F3 populations at each SNP site (see Method section “Variant predictions for the R and S strains”), we counted the number of uniquely aligned RNA-seq reads originating from the R and S strains using a custom python script by employing Pysam v0.15.0^59^ (https://github.com/pysam-developers/pysam). Based on the parental allele-specific RNA-seq read counts at SNP sites, we then assigned genotype calls (either heterozygous RS, or homozygous SS, the two possibilities given our experimental design; Fig. 1a). To do this, we retained only those sites with ≥ 5 reads supporting at least one parent; further, where non-parental bases were observed at SNP sites in reads (i.e., as can arise from sequence errors), we only retained sites for which reads supporting a non-parental base were < 5 or < 1% (between 17.5–23.2% of SNP sites were retained per F3 family). At these sites, the SS genotype was assigned when (1) the R allelic read count was < 5% of the sum of the R and S counts, and (2) the absolute number of R allelic counts was < 8. Otherwise, the RS genotype was assigned.

Subsequent to SNP-site level genotyping in each F3 population, which can be noisy (e.g., because of biases in allele-specific expression ratios resulting from *cis* variation), we assigned contiguous genomic intervals of RS or SS genotypes by assessing concordance of genotype calls among nearby SNPs (when multiple SNPs were present within a 100 bp interval, only one randomly selected site was used). Briefly, in tiling across chromosomes, when a change in the genotype at a SNP site was observed, if the new genotype was present at > 80% of genotyped sites in the downstream 250 kb interval, a change of genotypic state was introduced. The positions of recombination breakpoints were then assigned as the midpoints between the respective flanking junction SNP sites. Using the distance between the junction SNPs as a measurement for the resolution of recombination, ~81.0% (2372 of 2927) of recombination events were resolved to < 50 kb and ~50.0% to < 10 kb (Supplementary Data 1). To test whether recombination events were randomly distributed across individual chromosomes, we assessed the difference between the observed number of recombination events in sequential 1.5 Mb windows to the mean expectation per window based on the number of recombination events observed per chromosome. Significance of the deviation was assessed against a distribution of the same metric assessed from 50,000 permutations with random recombination assignments by chromosome.

### eQTL mapping

For eQTL mapping, we selected 1889 marker loci distributed across the three *T. urticae* chromosomes in an approach adapted from Ranjan et al.^60^; briefly, marker loci positions were established as the midpoints between unique recombination events (genotype bins) inferred from the RNA-seq based genotyping of the 458 isogenic F3 families. Where no informative SNPs were present between nearby recombination events across multiple F3 families, the most 5′ recombination event was used for bin construction (genotypes at each of the 1889 markers, Supplementary Data 2, for each F3 family were then imputed; a schematic illustrating genotype bin assignments is given in Supplementary Fig. 2). To generate expression phenotypes, we used htseq-count v2.0.1^61^ on the RNA-seq alignments (parameters “-r pos -s reverse -nonunique none”) for each of the 458 F3 families to count uniquely aligned reads per gene using the *T. urticae* GFF3 annotation reported by Wybouw et al.^36^ to which we incorporated more recently manually curated genes available from the ORCAE database (v01252019 annotation)^62^. We then performed library size normalization of read counts using the estimateSizeFactors function in DESeq2 v1.34.0^63^; further, genes with raw read counts < 10 in more than 90% of F3 families were dropped from further analysis. Before eQTL association analysis, expression data were quantile normalized to ameliorate effects from outliers in gene expression. With the matched genotype and expression phenotype data, we performed eQTL mapping using the Matrix_eQTL_main function of MatrixEQTL v2.3^64^ (parameters “pvOutputThreshold=0.01, pvOutputThreshold=0, useModel=modelLINEAR”). Associations with adj-*p* < 0.01 (false discovery rate in the MatrixEQTL output) were considered significant.

Because of linkage in the eQTL mapping population, a significant marker in a genomic interval will (typically) be flanked by adjacent markers that are also significant; additionally, genes can have multiple associations. To resolve and localize eQTL loci (i.e., identify markers with the most significant adj-*p* values while accounting for linkage), we first calculated the recombination fraction (rf) and logarithm of the odds (LOD) score between all pairs of marker loci using the functions est.rf and markerlrt in R/qtl v1.46^65^. Pairs of marker loci on the same chromosome for which rf <0.4 and LOD > 3 were considered to be linked. For genes with significant association(s), the marker location with the lowest adj-*p* value by chromosome was taken as site of the association (the estimate of the causal locus location), and linked markers with less significant associations were removed from further consideration. This process was then iterated over the next most significant associations, if present, by chromosome. For retained association peaks, we required that the association be as significant, or more significant, than for 90% of the surrounding linked markers as determined with a rf < 0.3 and LOD > 20 (this final step was implemented to removed possible spurious associations arising from linkage that might not have been fully removed using the initial rf < 0.4 and LOD > 3 criteria).

### Classification of *cis* and *trans* eQTL and *trans*-QTL hotspot identification

From the distribution of distance of eQTL within 1.5 Mb from target genes, which are anticipated to be strongly enriched for *cis* eQTL, a background level was reached by about ±800 kb (Supplementary Fig. 3). Therefore, we classified associations within 800 kb of respective genes as *cis* eQTLs, and more distant ones as *trans* eQTLs. Hotspots for *trans*-eQTL were assessed using 200 kb non-overlapping windows across the genome; if a window originated 100 or more *trans* eQTLs, a hotspot was assigned (Fig. 2c, adjacent windows of > 100 eQTLs were merged). Genes regulated by hotspots were recovered from genotype bins overlapping the respective window(s).

### Detoxification genes and their potential transcriptional regulators

A set of *T. urticae* genes belonging to families associated with the metabolism, binding, or transport of xenobiotics (detoxification genes, Supplementary Data 5) were adapted from Kurlovs et al.^18^. Genes in *T. urticae* encoding products with homology to HR96 and CncC:Maf proteins were previously annotated by Snoeck et al^33^. (55 genes) and Dermauw et al^22^. (*tetur07g06850* and *tetur07g04600*), respectively. To identify homolog(s) of AhR in *T. urticae*, we performed a Blastp search (E-value < 1e-10) against the *T. urticae* proteome with the *D. melanogaster* AhR protein Spineless (Ss; FBpp0297169, Flybase^66^), and resulting *T. urticae* hits were used in reciprocal Blastp searches of the *D. melanogaster* proteome. A single protein with a reciprocal best hit to Spineless was retained as a putative *T. urticae* AhR ortholog (product of *tetur03g01600*). Protein identifiers and sequences were recovered, and Blastp searches performed, with Flybase (version FB2023_02) and ORCAE^62^ accessed on 24 May, 2023.

### Construction and characterization of NILs for HS1

With seven rounds of recurrent backcrossing we introgressed the R haplotype at the HS1 region on chromosome 1 at ~12.5 Mb (see Results) into the S genetic background to generate two independent NILs, A-NIL-HS1^RR^ and B-NIL-HS1^RR^. Each line originated from a different F0 cross of a virgin S female to an R male, with recurrent backcrossing to S females. During backcrossing, Cleaved Amplified Polymorphic Sequences (CAPS) markers developed using R and S variant predictions at and nearby the HS1 interval were used to select for the R haplotype, and to identify recombination events immediately flanking the HS1 interval. For the final recurrent cross, the S haplotype at HS1 was also selected to produce two control lines for each NIL, denoted A-NIL-HS1^SS^ and B-NIL-HS1^SS^. For the marker assisted backcrossing, DNA from single mites were extracted^67^ and used as template for PCR reactions using the GoTaq® DNA Polymerase kit (Promega, USA) following the manufacturer’s instructions in a total reaction volume of 25 µl with CAPS marker specific primers. For restriction digests, PCR reactions were supplemented with 20 units of XbaI, HaeIII or MspI (NEB, USA) in a volume of 25 µl of 1× Cutsmart buffer, incubated overnight at 37 °C, and products were resolved on 2% agarose gels. For each CAPS marker, the respective location, primers, restriction enzyme, and expected banding pattern by genotype is given in Supplementary Data 19.

To resolve the boundaries of the R haplotype present at HS1 in A-NIL-HS1^RR^ and B-NIL-HS1^RR^, as well as to assess differential gene expression between these NILs and their matching control lines (A-NIL-HS1^SS^ and B-NIL-HS1^SS^, respectively), we generated RNA-seq data for each line with 5-fold biological replication. Additionally, we generated matching RNA-seq data for respective F1s derived from crosses of A-NIL-HS1^RR^ females to A-NIL-HS1^SS^ males, and B-NIL-HS1^RR^ females to B-NIL-HS1^SS^ males. On average, 46 4-to-5-day-old female mites were used for each genotype and biological replicate. RNA collection and RNA-seq read alignment and gene expression quantification was done as for the 458 F3 families used for eQTL mapping. For pairwise comparisons, differential gene expression was detected with DESeq2 v1.34.0^63^ (adj-*p* < 0.01, absolute log_2_FC > 0.5, and lfcSE < 1). Only biological replicates with coefficient values of *R*^*2*^ > 0.9 were included in pairwise comparisons (one B-NIL-HS1^RR^ replicate was removed). Finally, for each replicate for each NIL RNA-seq genotyping as described in Methods section “Genotyping of isogenic F3 populations” was adapted to refine the breakpoints of the R strain haplotype at HS1 in A-NIL-HS1^RR^ and B-NIL-HS1^RR^, as well as to assess residual R sequences genome-wide (Supplementary Fig. 7).

### Construction and characterization of NILs for *CYP392A12*

Using the same experimental procedure as for the construction of NILs at HS1, we generated independent NILs in which the *CYP392A12* locus from the R strain was introgressed with five backcrosses into the S genetic background. The resulting NILs, A-NIL-CYP392A12^RR^ and B-NIL-CYP392A12^RR^, and their matching control lines, A-NIL-CYP392A12^SS^ and B-NIL-CYP392A12^SS^, were confirmed to have the respective genotypes at *CYP392A12* and to have the S strain genotype at HS1 (CAPS markers used for introgression and genotyping at HS1 are given in Supplementary Data 19). To understand the impact of the R genotype at HS1 on *CYP392A12* expression, we crossed males for the NILs for *CYP392A12* to B-NIL-HS1^RR^ and B-NIL-HS1^SS^ females (Fig. 4c). With three biological replicates per cross, we collected 100-120 resulting 4-to-5-day-old F1 female mites, extracted RNA, and determined expression of *CYP392A12* by RT-qPCR. Synthesis of cDNA was performed using the Maxima First Strand cDNA Synthesis Kit (Thermo Fischer Scientific, USA) with RT-qPCR reactions conducted using the GoTaq® qPCR Master Mix (Promega, USA) with the primers listed in Supplementary Data 20 in a Mx3005P qPCR machine (Agilent Technologies, Belgium). Cycle conditions were 95 °C for 10 min followed by 40 cycles of 95 °C for 15 s, 55 °C for 30 s, and 60 °C for 30 s, followed by a melting curve analysis step. Melting curves and no-template controls (NTC) were used to confirm, respectively, the specificity of amplification and absence of contamination. A serial dilution of pooled cDNA was used to determine the mean amplification efficiency of each gene-specific primer pair (values of 1.9 to 2 were considered acceptable). The program qbase+ (Biogazelle, Belgium) was used for the analysis of raw quantification cycle (Cq) values, which were all first normalized against the housekeeping genes *ribosomal protein 49* (*Rp49*, *tetur18g03590*) and *ubiquitin C* (*UBQ*, *tetur03g06910*). Two technical replicates were used for each biological replicate, and mean log_2_FC values relative to the S strain were assessed along with respective standard deviations. Statistical analyses were performed using one-way analysis of variance followed by two-tailed unpaired t-tests with Bonferroni correction for multiple testing.

### Annotation and expression of *HR96-LBD-1a* and *HR96-LBD-1b*

To characterize the *HR96-LBD-1* (*tetur06g04270*) locus at HS1 (see Results), high-molecular-weight DNA was extracted from both the R and S strains with a protocol adapted from the Qiagen genomic 20/G Tip kit (Qiagen, Germany). Specifically, viable mites transferred in bulk to the leaves of twelve bean plants were collected using a mite brushing machine (Leedom Enterprise, USA) directly into a prechilled, ice-cold mortar. The mites were ground in liquid nitrogen and subsequently divided into two prechilled microcentrifuge tubes. Next, 1.5 ml lysis buffer (20 mM EDTA, 100 mM NaCl, 500 mM guanidine-HCl, 10 mM Tris, 1% Triton-X), 6 µl RNase A (20-40 mg/ml) and 30 µl proteinase K (10 mg/ml) were added to each tube. Following an incubation of 30 min at 37 °C with gentle agitation, another 60 µl proteinase K and 3 µl RNaseA were added, and each tube was incubated for an additional 2 h at 50 °C with gentle agitation. The samples were then centrifuged (20 min, room temp, 13000 rcf) to pellet the debris. After equilibration of the 20/G Tip with 1 ml QBT buffer, the clarified lysate was pooled again and transferred to a 20/G Tip and allowed to drain by gravity; the 20/G tip was washed 4 times with 1 ml QC buffer and subsequently eluted with 1.2 ml pre-warmed (50 °C) QF buffer (Genomic DNA Buffer Set, Qiagen). Genomic DNA was then precipitated, ethanol washed and resuspended in nuclease free water^68^. From each sample, sequencing libraries were constructed with the Pacbio SMRTbell NGS Library Preparation kit and sequenced on a PacBio Sequel instrument (VIB Nucleomics Core, Leuven, Belgium).

Resulting PacBio reads were assembled using the default settings of Flye v2.5^69^ with the target genome size set to 90 Mb. Subsequently, Illumina genomic reads available for each strain^18^ were aligned to the resulting assemblies using the default settings of BWA-MEM v0.7.17-r1188^57^ and sorted by position using SAMtools v1.9^56^. The default settings of Pilon v1.22^70^ were then used to polish each assembly. From the resulting assemblies (scaffold N50 values of 14.1 and 5.4 Mb for the R and S strains, respectively), we recovered the *HR96-LBD-1* region from both the R and S strains with Blastn and tBlastn v2.6.0 + ^71^ searches with reference genome *HR96-LBD-1* sequences as query. Two copies of the respective gene in each strain, denoted *HR96-LBD-1a* and *HR96-LBD-1b*, were then manually annotated using GenomeView vN42^72^. To assess expression of each gene copy, the *HR96-LBD-1* locus ( ± 1 kb) in the *T. urticae* reference genome was masked, and the respective tandemly duplicated *HR96-LBD-1a* and *HR96-LBD-1b* intervals for each of the R and S strains were appended to the genome sequence. RNA-seq reads from the R and S strains^18^ (PRJNA801103) and RNAi knockdown samples were then aligned to the modified genomes for differential gene expression analyses (DESeq2 v1.34.0^63^, adj-*p* < 0.01).

### *HR96-LBD-1a* and *HR96-LBD-1b* RNAi knockdown and detection of differentially expressed genes

Primer pairs designed with Primer3^73^ that incorporated a T7 promoter were used to amplify (1) both *HR96*-*LBD-1a* and *HR96*-*LBD-1b* sequences (297 bp for each) from cDNA of strain B-NIL-HS1^RR^ and (2) a GFP sequence from plasmid DNA (454 bp; also see Supplementary Data 21). For primer selection for *HR96*-*LBD-1a* and *HR96*-*LBD-1b*, si-Fi v21_1.2.3-0008^74^ was used to minimize potential off-target effects; it was not possible to design dsRNA probes specific to each of the duplicated *HR96*-*LBD-1a* and *HR96*-*LBD-1b* genes (i.e., the same primer pair amplified both). PCR was performed with the Expand™ Long Range dNTPack (Roche, USA) reagents following manufacturer’s instructions with 2 min at 92 °C, five touch-down cycles of denaturation at 92 °C for 20 s, annealing at 60 °C -1 °C/cycle for 20 s and elongation at 68 °C for 1 min, followed by 37 cycles of 92 °C for 20 s, 55 °C for 20 s and 68 °C for 1 min, and finally 68 °C for 5 min. Next, dsRNA was produced with the TranscriptAid T7 High Yield Transcription Kit (Thermo Fisher Scientific, USA) according to the manufacturer’s instructions with 1 µg of T7 products as templates in 20 µl reactions incubated overnight at 37 °C. Template DNA was then degraded by DNase treatment (TURBO DNA-free™ Kit, Invitrogen, USA), dsRNA was recovered by chloroform-phenol extraction, and concentrations were evaluated using a DeNovix® DS-11 FX spectrophotometer (DeNovix, USA).

With dsRNAs diluted to 1 µg/µl with nuclease-free water (Integrated DNA Technologies, USA), 150 2-to-3 day old adult female mites of the B-NIL-HS1^RR^ strain were injected as previously described^75^ under a Leica S8 APO microscope (Leica Microsystems, Germany) with a Nanoject III microinjector (Drummond Scientific, USA) with needles pulled from 3-000-203-G/X Glass Capillaries (Drummond Scientific, USA) with a P-1000 Micropipette Puller (Sutter Instruments, USA) with settings “heat: 500, pull: 60, velocity: 70, delay: 200, pressure: 500, Ramp: 490”. Needles were sharpened with a BV-10 Micropipette Beveler (Sutter Instruments; 15° angles). Each female was injected with 3 nl near the third pair of legs. After injecting, mites were placed on detached bean leaves on wet cotton and allowed to recover.

For RNA extraction of mites on bean, 50–100 mites that survived injections with dsRNA against *HR96*-*LBD-1a* and *HR96*-*LBD-1b* (treatment) and *GFP* (control) were collected at four days with five biological replicates each. For a separate set of injections, all surviving mites were maintained on bean for three days before being transferred to tomato (*Solanum lycopersum* var. ‘Moneymaker’) for 24 hours prior to collection (four biological replicates). From resulting RNA-seq alignments DEGs were detected with DESeq2 v1.34.0^63^ (adj-*p* < 0.01). Using three of the biological replicates each for the mites maintained on bean or transferred to tomato, the efficiency of the RNAi knockdown of *HR96*-*LBD-1a* and *HR96*-*LBD-1b* was assessed by RT-qPCR with primer pairs designed to be specific for each gene duplicate. Additionally, the expression of *tetur86g00030*, the most closely related gene to *HR96*-*LBD-1a* and *HR96*-*LBD-1b* as predicted by si-Fi v21_1.2.3-0008^74^, was assessed by RT-qPCR to evaluate possible RNAi off-target effects. Methods used for RT-qPCR were the same as used for *CYP392A12*; primer sequences are in Supplementary Data 20. Statistical analyses of RT-qPCR data were performed using two-tailed unpaired t-tests followed by the Benjamini-Hochberg method to adjust for multiple tests.

### GO enrichment analyses for specified gene sets

GO enrichment analyses were performed with the “enricher” function of clusterProfiler v4.2.2^76^ (parameters “pAdjustMethod = ‘BH’, pvalueCutoff = 0.05”) using Molecular Function (MF) terms available from the ORCAE database (v01252019)^62^. For analyses of genes in HS1-HS9 (Fig. 2c), those with raw read counts < 10 in more than 90% of the 458 eQTL F3 families were not included in the universal background gene set; for the analyses of genes identified by RNAi knockdown of *HR96-LBD-1a* and *HR96-LBD-1b*, the universal background set consisted of genes with read counts > 10 in all respective samples.

### HR96-LBD-1a and HR96-LBD-1b alignments, homology modeling of HR96-LBD-1b, and alignment with known LBD structures

Multiple sequence alignments with HR96-LBD-1a and HR96-LBD-1b proteins were constructed using MAFFT v7.505^77^ with “--clustalout”. To predict domains, we used InterProScan v91.0^78^ with InterPro protein signature databases^79^. Additionally, ColabFold v1.5.0^39^ was used for homology modeling of HR96-LBD-1b. This program combines the fast homology search capacity of MMseqs2^80^ with the highly accurate protein structure prediction of AlphaFold2^38^. Amber relaxation was applied to remove distracting stereochemical violations of the model without the loss of accuracy. Subsequently a partial alignment covering the region ranging from AA 251–444 of HR96-LBD-1b that could be predicted with high confidence was made using PROMALS3D^81^ (http://prodata.swmed.edu/promals3d, accessed on 1 May, 2023, running PROMALS3D v1), including also HR96-LBD-1a, HR96 of *Drosophila melanogaster* (NP_524493.1) and the protein sequences of other NHRs with known crystal structures: RXRalpha (pdb_6hn6^82^), CAR (pdb_1XV9^83^), PXR (pdb_6XP9^84^) and VDR (pdb_1DB1^85^) of human origin and daf12 of *Strongyloides stercoralis* (pdb_3GYU^86^).

### Characterization of *HR96-LBD-1* copy number in a global collection of *T. urticae* strains

We characterized copy number variation of *HR96-LBD-1* in 22 inbred *T. urticae* strains (including the R and S strains) where Illumina genomic read data were available^18,35–37^ (PRJNA387043, PRJNA498683, PRJNA530192, PRJNA597924, PRJNA799176); a summary of strain information is provided in Supplementary Data 12. Previously, we used read cover per gene, normalized to the genome-wide coverage depth, to identify copy number variation for several *T. urticae* genes^10,36^. To estimate the copy number of *HR96-LBD-1*, we adapted these methods by first aligning reads from the 22 strains to the London reference genome with BWA v0.7.17-r1188^57^ followed by sorting and indexing with SAMtools v1.9^56^. For each strain alignment BAM file, the median per base coverage of coding bases in *HR96-LBD-1* was then divided by the median of coverage depth at bases in the other coding genes in the *T. urticae* genome (with this analysis, the normalized coverage depth for a single copy gene is expected to be ~1, for a duplicated gene ~2, etc.). These analyses were performed with a custom script that used Pysam v0.15.0^59^, and only primary alignments were used (“flag_filter=256, min_mapping_quality=0”).

Because zero read coverage at *HR96-LBD-1* was observed for strain C1N1d (Supplementary Data 12), we generated a de novo assembly of this strain (scaffold N50 of 48.3 kb) using the existing Illumina read data^37^ and SOAPdenovo2 v2.4^87^ (command “SOAPdenovo-63mer” with parameters “all -K 33 -p 50” and configuration file flags “max_rd_len=125 avg_ins=550 reverse_seq=0 asm_flags=3 rd_len_cutoff=120 rank=1 pair_num_cutoff=3 map_len=32”). With Blastp v2.9.0 + ^71^ searches with genes located upstream (*tetur06g04250* and *tetur06g04260*) and downstream (*tetur06g04290* and *tetur06g04300*) to the *HR96-LBD-1* locus in the London genome sequence, we recovered a scaffold spanning the respective genomic interval in the C1N1d strain and aligned it to the syntenic regions from the R and S strain genomes with MAFFT v7.505^77^ (genes internal to a deletion including *HR96-LBD-1a* and *HR96-LBD-1b* in the C1N1d strain in the aligned sequences were manually annotated, Supplementary Fig. 8).

### Allelic variation in HR96-LBD-1a and HR96-LBD-1b underlying the W309R change

We used the Illumina DNA-seq alignment data for the 21 inbred strains (except C1N1d) and Pysam v0.15.0^59^ to recover reads spanning position 12,494,172 on chromosome 1 in the London reference genome that leads to the W309R change in the R strain HR96-LBD-1b (see Results; normalized per base coverage depths were also calculated as for the gene-level copy number analysis, see Supplementary Data 12). For each strain alignment file, we then stratified the reads by nucleotide when base variation was observed at position 12,494,172, and for each of the two resulting read sets we generated de novo assemblies with SOAPdenovo2 v2.4^87^ to recover the ~90 bp up- and downstream of the position (command “SOAPdenovo-63mer” with parameters “all -K 25 or 27 -R” and configuration file flags “max_rd_len=125 asm_flags=3 rd_len_cutoff=75 map_len=15”). In addition to the T or T and C nucleotides at position 12,494,172 observed in S and R strain aligned reads, respectively, we observed T and A nucleotides at this position in several strains including the MAR-ABi strain. To validate the A variant, we used the R and S strain PacBio-assembled genomes to design *HR96-LBD-1a* and *HR96-LBD-1b* specific primers (Supplementary Data 22) and amplified and Sanger sequenced the duplicated genes using R and S strain DNA (as a control) and DNA obtained from a MAR-ABi strain female extracted as described by Bajda et al.^67^. PCR reactions were performed using the GoTaq® DNA Polymerase kit (Promega, USA) following the manufacturer’s instructions in a total reaction volume of 30 μl, and Sanger sequencing was performed at LGC Genomics (Teddington, UK) using the original PCR primers.

The *HR96-LBD-1a* and *HR96-LBD-1b* sequences of the R and S strains (PacBio assemblies), along with the sequences obtained by de novo assemblies and PCR and Sanger sequencing, were aligned using MAFFT v7.505^77^; six fixed nucleotide differences between *HR96-LBD-1a* and *HR96-LBD-1b* flanking the DNA codon for position 309 were used to assign sequences to each duplicate (Supplementary Fig. 12).

### Statistical analyses and display items

Unless noted otherwise, statistical analyses were performed in R v4.1^88^. A heatmap was generated using ComplexHeatmap v2.10^89^ and Venn diagrams using VennDiagram v1.7^90^. Other plots were made using ggplot2 v3.3^91^, and adjusted as needed in Adobe Illustrator (Adobe, CA, USA).

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary information

Reporting Summary

Peer Review File

Description of Additional Supplementary Files

Supplemenatry data

### Source data

Source Data

## Data Availability

Data supporting the findings of this work, including eQTL mapping and differential gene expression analyses, are available within the paper and its Supplementary Information files. RNA-seq reads and gene expression metadata have been deposited at Gene Expression Omnibus (Project GSE221677). The S (genome version JAPRAR000000000) and R (genome version JAPRAS000000000) assemblies, along with the respective PacBio DNA reads, have been deposited to National Center for Biotechnology Information, NCBI (BioProjects PRJNA907360 and PRJNA907031, respectively). The C1N1d strain genome (genome version JASKHX000000000) assembly has been deposited to NCBI under the previously published BioProject PRJNA597924. Sanger sequences and targeted Illumina assemblies of *HR96-LBD-1a* and *HR96-LBD-1b* have been deposited at GenBank (accessions OR067932 to OR067949) and genetic marker data used for eQTL mapping are provided on FigShare^92^. The assembly of the C1N1d strain used previously published Illumina DNA read data (NCBI BioProject PRJNA597924), and previously published Illumina DNA read data were also used for *HR96-LBD-1a* and *HR96-LBD-1b* copy number analyses (NCBI BioProjects PRJNA387043, PRJNA498683, PRJNA530192, PRJNA597924, and PRJNA799176) and for targeted de novo assemblies (NCBI BioProjects PRJNA530192 and PRJNA799176). RNA-seq data used for expression studies with the S and R strains were published previously (NCBI PRJNA801103). Previously published protein sequences, or structures, that supported HR96-LBD-1 alignments included NP_524493.1 (NCBI), pdb_6hn6 (Protein Data Bank, PDB), pdb_1XV9 (PDB), pdb_6XP9 (PDB), pdb_1DB1 (PDB), and pdb_3GYU (PDB). Source data are provided with this paper.

## Code availability

Custom scripts used in the analysis are available on Github (https://github.com/rmclarklab/mite_eQTL; 10.5281/zenodo.7992545).

How the deposited data were processed for this re-analysis (not part of the article)

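RNA-seq of adult Tetranychus urticae females was measured in 506 libraries. Of these, 458 came from F3 families of a cross between the resistant strain R and the susceptible strain S, 30 from near-isogenic lines for the hotspot HS1 and their F1 females, and 18 from B-NIL-HS1 RR females injected with dsHR96-LBD-1 or dsGFP on bean or tomato. For every library the authors deposited an unnormalized read count for each of 19132 genes, with closing lines for reads not assigned to a gene. The processing notes with the data name STAR 2.7.3a for alignment to the London reference genome, SAMtools 1.9 for handling the alignments and HTSeq 2.0.1 for counting uniquely aligned reads in its reverse-stranded setting. Of the 19132 genes, 648 were never counted. All values were whole numbers and no pair of libraries held identical counts.

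Total gene counts ran from 17410932 to 38811113 over the F3 libraries, from 18036196 to 24076183 over the lines and F1 females and from 18126121 to 22437507 over the RNAi libraries. Genes with low counts are the least precise at these depths, and the spread between replicates is given with each mean. Normalized counts are counts divided by the effective library size after TMM and multiplied by the mean effective library size of the comparison, and they are given as mean and SD. Errors on fold changes are standard errors from edgeR's fit.

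Computations used edgeR 4.0.16, DESeq2 1.42.0 and limma 3.58.1 in R 4.3.3, and numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 in Python 3.11.15. Pairs of groups were compared by edgeR's quasi-likelihood test after TMM normalization and edgeR's filter for low counts. For the lines a gene was called at an adjusted p under 0.01, an absolute log2 fold change over 0.5 and a standard error under 1. For the RNAi and host comparisons the adjusted p alone was used, at 0.01. F1 females were compared with each parental line, and their position between the lines was computed for genes called between RR and SS. Differences between sets A and B, and between hosts, were tested as interactions.

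The replicate numbers of the lines and RNAi libraries were checked as possible pairs and did not pair the samples. In set A, for example, the correlations between RR and SS residuals of a like number ran from -0.386 to 0.210. Pairwise comparisons were therefore made without a block, and the block is among the alternatives.

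For the F3 families, genotypes were read for 213 of the 458 families from the study's Supplementary Data 1, and the other 245 families entered no genotype comparison. The 13555 genes with at least 10 counts in at least 10% of the families were tested by edgeR between 116 RS and 97 SS families at the HS1 peak bin, and scanned against 1889 genotype bins with a linear model on normal quantiles of counts scaled by DESeq2 size factors. Association p-values were adjusted over all pairs of gene and bin. Peaks were counted in 200 kb windows. The scan was repeated on 99 shuffles of the genotypes. The interaction at CYP392A12 was tested by edgeR and by a permutation test on the linear scale with 100000 resamples. Genotype ratios were tested by chi-square with Bonferroni correction, exact intervals are Clopper-Pearson at 95%, and counts of direction were tested by an exact binomial test.

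Gene lists were taken from the paper's tables before the data were examined, as were the comparisons, the tests, the thresholds and most alternatives. They cover CYP392 genes and other cytochrome P450s, delta-class and mu-class glutathione S-transferases, UDP-glycosyltransferases, carboxyl/choline esterases, dioxygenases, short-chain dehydrogenase/reductases, ABC and MFS transporters, lipocalins, cysteine proteases, PLAT proteins, cuticle and chitin genes, HR96 and related receptor genes, nuclear receptor ligand-binding genes, xenobiotic regulators, reference genes of the RT-qPCR, and the HS1 trans targets higher and lower with RS. Most members were chosen by the study on the F3 families or the lines. Lists were tested by limma's camera with a preset correlation of 0.01 and again with an estimated correlation, at an adjusted p under 0.05. Genes named are every gene that the paper names and for which an ID was in hand, together with the 10 higher and 10 lower genes of largest fold change in each main comparison among those past the threshold, with at least 10 normalized counts in a group and no overlap between libraries. The values of the paper's tables had been seen when this rule was set. Names come from the paper's tables alone, since 0 of the 19132 IDs matched the reference table of gene symbols.

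The main edgeR comparisons, the edgeR interaction of knockdown and host and the scan were tested on simulated data with known changes. For edgeR a gene counted as recovered by its adjusted p, without the fold-change and standard-error thresholds used for the lines. No recovery is given for the other tests. With a 2-fold change, edgeR recovered 80% of 100 changed genes for set A (12422 genes), 41% for set B with 5 RR libraries (12173 genes), 82% for bean (12540 genes), 67% for tomato (12655 genes) and 78% for the host comparison (12723 genes). With a 4-fold change it recovered 98%, 77%, 97%, 94% and 90%. For the interaction of knockdown and host the shares were 62% and 90% (13077 genes). In the families (13555 genes) edgeR recovered 91% of 1.5-fold and 98% of 2-fold changes, and the scan found 94% and 98%, at a median distance of 52386 and 17329 bp from the simulated locus.

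Alternatives were DESeq2 size factors, no filter for low counts, DESeq2 in place of edgeR, the replicate number as a block, all groups in a single fit, an adjusted p under 0.05, the adjusted p without the fold-change threshold, leaving out each replicate in turn, and for set B the study's rule that removes a library with a mean R² of at most 0.9. For the families they were other size factors, another filter, log2 counts in place of quantiles, DESeq2, and the genotypes at the other hotspots as covariates. The alternatives chosen after the data were seen are 5 principal components as covariates, the R² rule for results that combine set B with others, and DESeq2 together with the R² rule.

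Genes inside the introgressed segments were not removed, because a position was in hand for 1202 genes only. The duplicates HR96-LBD-1a and HR96-LBD-1b are a single gene in the reference and were not separated. GO enrichment, RT-qPCR, PacBio assemblies and the CYP392A12 lines were not analysed here.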

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

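The tests of the HS1 genotype and of abundant genes for the F1 libraries were set before their results were seen, and the other tests in this part, including the splits of the samples, were chosen only after the result was seen. A group's highest or lowest library was singled out where its gap to the nearest of the others was large against the whole range of the group. This held in 23 of 300 groups of 4 or 5 libraries, and chance gives about 1 in 20 groups.

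Among the lines, libraries far from the others of their group had these normalized counts. In A-NIL-HS1 RR, replicate 1 had 756 for CYP392D9P and 2051 for tetur07g06850, and replicate 2 had 2309 for ABCC-26. In A-NIL-HS1 SS, replicate 4 had 266 for CYP392A11. In A-NIL-HS1 F1, replicate 2 had 604 for CYP392EnP and 521 for tetur20g01820. In B-NIL-HS1 RR, replicate 2 had 4205 for CYP392A11 and 311 for UGT204B1, and replicate 3 had 418 for tetur07g04600 and 109 for tetur03g01600. In B-NIL-HS1 SS, replicate 3 had 375 for GSTd09 and 176 for SDR4. In B-NIL-HS1 F1, replicate 3 had 11246 for CYP392A11, 248 for CYP392A12, 2204 for CYP392D2, 552 for CYP392EnP, 1259 for UGT204B2, 275 for GSTd14 and 2641 for CYP392A16, and replicate 1 had 79111 for tetur03g06910. Among the RNAi libraries on tomato, CYP392D5p had 584 in replicate 3 and GSTd09 had 996 in replicate 4 of dsHR96-LBD-1, and GSTd14 had 1599 in replicate 1 of dsGFP.

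The effect of RR over SS differed between sets A and B in a direct test, with 14 genes higher and 5 lower in set A, and with 19 higher and 41 lower when replicate 2 of B-NIL-HS1 RR was left out. Of 100 splits of the libraries, the real one included, 3 gave as many genes as the 19 of the real split. The highest other split called 262, and what set that split apart was not tested.

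B-NIL-HS1 RR replicate 2 stood apart from the 4 other libraries of its group. Its 4205 normalized counts of CYP392A11 lie above the highest SS library of both sets (368), which argues against a mislabelled SS library, and its total count of 18036200 against 20646200 to 23987800 in the others is too small a difference in library size to lower CYP392A11 from at least 67415. Against a mislabelled F1 library or a mixture with SS mites speaks that 5 genes nearly off in the other RR libraries reached at most 8.02% of the SS mean in it, where the lowest F1 library had 17.7%. Its profile followed the second component of expression among the F3 families (Spearman's rho -0.538 across genes), along which digestive proteases vary, and cysteine proteases had a median log2 difference of -5.58 from the other libraries. It also followed the first component (rho -0.334). Orphan secreted protein genes were at -3.56 and fibroin genes at -2.72. Fibroin genes lie at the other end of the second component from the proteases (median ranks 0.08% and 96.5%), so that component alone does not account for their fall. Of its reads 10.6% fell outside genes, against 7.52 to 8.51% in the other RR libraries of set B. Its 10 most abundant genes held 4.63% of counts, against 10.6 to 15.1%, and 13742 genes were detected, against 14426 to 14736. A state of the mites or of the RNA that lowers digestive and other secreted-protein transcripts is a candidate explanation, and no condition in the labels tests it.

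F1 females differed from both parental lines in genes that the paper does not discuss, with 366 genes higher and 155 lower than both in set A and 703 higher and 22 lower in set B with all 5 RR libraries (924 and 58 without RR replicate 2, a setting chosen after the values were seen). The RS genotype at HS1 is argued against as the whole explanation, since 1.93% of 519 such genes in set A passed in the same direction with RS in the families, and so is library size, since the median total of 22793100 lies inside the range of the parental libraries. A few abundant genes stay open, since leaving them out after TMM, which already trims extreme genes, took 521 to 518 and decides nothing. A shared axis of expression remains possible. Of 67 genes outside both parents in both sets, 97.0% moved along component 1 of the families, on which 51.3% of all genes load positively. These 67 are a small part of the 521 genes of set A. Across genes, F1 against RR had a Spearman's rho with component 1 of 0.73 in set B but only 0.19 in set A. A batch in the rearing or the libraries of the F1 mites cannot be told apart from heterozygosity, because every F1 library is of 1 group, where 4 parental libraries of set A reached the lowest F1 score on that axis and none of set B did (highest -12.3, lowest F1 13.8). Heterozygosity of the background was not tested.

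The window from 6.6 to 6.8 Mb of chromosome 3 held 158 expression peaks, more than HS1, and is not a hotspot of the paper. With 5 principal components as covariates 18 peaks remained, but component 2 itself maps into this window (r 0.28, permutation p 0.0080, 1 of 5 components tested), so a locus here and a shared axis of expression cannot be told apart by that value. Chance association of many correlated genes stays open as well. At the p of the real scan, 23 of 100 assignments of genotypes to families, the real one included, gave a window as large. Of 99 shuffles, 0 had any peak at their own adjusted threshold. Component 2 is computed from the same correlated genes, so its position in the window is not separate evidence on chance. No biological explanation was tested, as the design names no condition for it.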

How the results depend on the processing

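Alternatives chosen after the data were seen are those with 5 principal components, those with the R² rule for results other than the RR and SS comparison of set B, and DESeq2 together with that rule, and the tests on them were chosen only after the result was seen. Over all settings, 544 of 680 counts and summary values kept their direction and stayed within 1.5-fold or on their side of the threshold, 134 moved, 2 became larger past a threshold and 0 reversed. Of 3257 values of named genes 3036 kept their call, 116 lost it and 105 gained it. DESeq2 size factors changed 0 of 39 counts and 1 of 249 named genes, and for 34 of 129 gene lists the call was lost with an estimated correlation. Depth limits genes with low counts. Of simulated 2-fold changes 41% were found by the adjusted p alone in set B with 5 RR libraries, and 80% in set A with as many. The replicate numbers did not pair the samples by the check made, although on tomato the numbers 1 and 4 had correlations of 0.24 and 0.31. With the replicate block the calls rose for the tomato knockdown (8 to 50), the bean knockdown (20 to 26), A-NIL F1 against SS (1581 to 1710) and B-NIL F1 against SS (1583 to 1649). For the values that follow, the cause was not tested, except that set B changes with replicate 2 of B-NIL-HS1 RR.

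By DESeq2, set A had 112 genes higher (58 by edgeR) and 100 lower (49), and set B had 46 higher (10) and 41 lower (13). B-NIL F1 against RR had 1364 higher (826) and 240 lower (53). The bean knockdown had 3 higher (1), and the tomato knockdown had 57 higher (1) and 27 lower (7). The difference between sets had 28 genes higher (14) and 13 lower (5). Shared by A and B were 23 higher (5) and 5 lower (2), and shared by both hosts were 22 lower (6). In the HS1 target list were 14 genes lower in set A (6), 19 higher (4) and 1 lower (0) in set B, and 20 lower (4) and 3 higher (0) on tomato.

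With the replicate block, set A had 23 lower, set B 3 higher and 6 lower, A-NIL F1 against RR 296 higher (537) and 130 lower (234), B-NIL F1 against RR 208 higher and 2 lower, the bean knockdown 2 higher, and the tomato knockdown 31 higher and 19 lower. The difference between sets had 2 lower, sets A and B shared 2 higher and 1 lower, the hosts shared 17 lower and 1 higher, and the HS1 target list held 1 gene higher in set B and 14 lower on tomato. With all groups in a single fit, set A had 17 lower, set B 64 higher and 57 lower, A-NIL F1 against SS 385 lower (606), A-NIL F1 against RR 275 higher and 83 lower, B-NIL F1 against RR 1593 higher and 225 lower, and the tomato knockdown 3 higher and 13 lower. Without a filter, B-NIL F1 against RR had 34 lower, the tomato knockdown 5 higher and 16 lower, the hosts shared 14 lower, and 11 genes lower on tomato were in the target list. At an adjusted p under 0.05 the tomato knockdown had 14 higher and 19 lower, and the host comparison 2663 higher (1728) and 2655 lower (1766).

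With the R² rule, set B had 89 higher and 36 lower, B-NIL F1 against RR 209 lower, B-NIL F1 against both parental lines 58 lower (22) and 924 higher (703), the difference between sets 41 lower, sets A and B shared 41 higher, and 41 genes higher and 1 lower in set B were in the target list. With DESeq2 and the R² rule together, set B had 151 higher and 74 lower.

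For the scan, 5 principal components gave 12901 peaks (7406). They gave 119 higher and 48 lower at HS1 (78 and 25), 19 and 22 at HS2 (6 and 14), 2 and 5 at HS4 (5 and 2), 230 and 306 at HS5 (55 and 149), 9 and 8 at HS6 (12 and 18), 28 and 17 at HS7 (9 and 3) and 13 and 20 at HS8 (9 and 34). HS4 had 3 higher with TMM, and 3 higher and 1 lower on the log2 scale. On the log2 scale 4 HS1 targets had an interaction with a second locus (1 with quantiles).

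Leaving out each replicate in turn gave these ranges. Set A had 45 to 96 higher (96 without SS replicate 2) and 31 to 64 lower (31 without RR replicate 5). Set B had 8 to 89 higher and 11 to 36 lower, both highest without RR replicate 2. A-NIL F1 against SS had 386 to 828 lower (386 without F1 replicate 5), and A-NIL F1 against RR 135 to 392 lower (135 without F1 replicate 4 or 5, 392 without F1 replicate 2). B-NIL F1 against SS had 188 to 370 lower (188 without F1 replicate 1). B-NIL F1 against RR had 502 to 1195 higher (539, 517 and 502 without F1 replicates 1, 4 and 5) and 10 to 209 lower, with 12, 12, 13 and 10 without F1 replicates 1, 2, 4 and 5, and 209, 13 and 87 without RR replicates 2, 4 and 5. The tomato knockdown had 0 to 11 higher, with 11 and 5 without dsGFP replicates 1 and 4 and 0 without dsHR96-LBD-1 replicates 2 or 3 or dsGFP replicates 2 or 3, and 4 to 9 lower (4 without dsHR96-LBD-1 replicate 1). The difference between sets had 3 to 41 lower, with 41 without B-NIL-HS1 RR replicate 2 and 3 in 14 of the other 19 cases. Sets A and B shared 4 to 41 higher (41 without B-NIL-HS1 RR replicate 2) and 1 to 3 lower, with 1 without any single one of RR replicates 1, 3, 4 and 5 or of the 5 SS replicates of set B. In the target list were 3 to 41 genes higher and 0 to 1 lower in set B, highest without B-NIL-HS1 RR replicate 2, and 0 to 1 higher on tomato, with 1 without dsGFP replicate 4.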

Differences from the paper's values

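For set A the paper reports 243 differentially expressed genes outside the introgressed regions, and edgeR called 107 of all genes at the same thresholds. Of the alternatives set before the data were examined, DESeq2, which the paper's methods name, gave 212 genes, within 1.5-fold of the paper's number. It called 183 of the paper's 243 genes, where edgeR called 98. DESeq2 size factors (104), no filter (114), the replicate block (62), all groups in a single fit (70) and leaving out each replicate in turn (76 to 160) did not reach the paper's number.

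For set B the paper reports 196 genes, and edgeR called 23 with all 5 RR libraries. No alternative set before the data were examined came within 1.5-fold of it. The R² rule gave 125, all groups in a single fit 121, DESeq2 87, size factors 23, no filter 23, the replicate block 9, and leaving out each replicate 19 to 125. DESeq2 together with the R² rule gave 225, a setting chosen after seeing the values, which calls 180 of the paper's 196 genes and drops 16. The R² rule alone called 108 of the 196, all groups in a single fit 87, DESeq2 64 and edgeR with all libraries 14.

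For genes shared by both sets the paper reports 63, and 7 were shared here. DESeq2 (28), size factors (7), no filter (7), the replicate block (3) and leaving out each replicate (5 to 44) were set before the data were examined, and of these the setting without B-NIL-HS1 RR replicate 2 (44) came within 1.5-fold. The R² rule gave 44 shared genes, a setting chosen after seeing the values, which drops 23 of the paper's 63, and DESeq2 together with the R² rule gave 61, chosen after seeing the values, which drops 9.

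For the knockdown on tomato the paper reports 84 genes, and 8 were called by edgeR. Of the alternatives set before the data were examined, DESeq2 gave 84. Size factors (7), no filter (21), the replicate block (50), all groups in a single fit (16), an adjusted p under 0.05 (33) and leaving out each replicate (5 to 20) remained more than 1.5-fold lower. The paper shows about 22 genes shared by both hosts in Fig. 5c, read by eye, and 6 were shared here. DESeq2 (22) and the replicate block (18), both set before the data were examined, came within 1.5-fold, and size factors (5), no filter (14) and leaving out each replicate (4 to 8) did not. On bean, where the paper's 30 and the 20 found here lie within 1.5-fold, leaving out 1 library gave 14 to 22 genes.

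The paper states that 63.8% of its Set2 genes changed with the host. By edgeR 2 genes rose after knockdown and 0% of them changed with the host, while DESeq2, set before the data were examined, gave 65.0%.

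The numbers of genes at the hotspots are from 213 families here and 458 in the paper, and those here include all peaks of local genes. The measure differs as well. Here only the strongest bin per gene and chromosome counts, so a gene with a stronger local peak on that chromosome is not counted at the hotspot. The paper kept further unlinked associations of a gene and counted distant ones alone. How much each of these adds to the differences was not tested. At HS1 the paper reports 182 genes and 103 were found. TMM (103), a filter at a mean of 1 count (113) and the log2 scale (99), all set before the data were examined, differ from it by over 1.5-fold, and 5 principal components as covariates gave 167, a setting chosen after seeing the values, which drops 125 of the paper's 182 targets (the main setting drops 114). At HS2 the paper reports 102 and 20 were found (20, 22 and 21 with TMM, the other filter and the log2 scale). At HS3 it reports 242 and 19 were found (20, 22 and 18), at HS4 240 and 7 (5, 8 and 4), at HS5 1125 and 204 (203, 206 and 175), at HS6 172 and 30 (30, 35 and 22), and at HS7 183 and 12 (12, 12 and 11). None of these alternatives, all set before the data were examined, came within 1.5-fold, and neither did 5 principal components, chosen after seeing the values, at HS2 to HS7 (41, 20, 7, 536, 17 and 45).

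For genes with an association the paper reports 9740, and 6392 were found in the 213 families. Of the alternatives set before the data were examined, the filter at a mean of 1 count gave 6862, within 1.5-fold, and TMM (6406) and the log2 scale (6033) did not. With 5 principal components the number was 9051, within 1.5-fold, a setting chosen after seeing the values, which drops 200 of the 1010 genes in the part of the paper's table in hand. For recombination events the paper reports 2927 in 458 families, and 1352 were counted in 213, with no alternative.

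For CYP392D2 in the families the paper's log2 ratio is 6.05 and the value here was 5.82, and for CYP392D8 the paper's is 5.27 and the value here was 5.01. Those here rest on 213 families. The ratio of means was not computed under the alternatives. The fitted log2 fold change was 5.82 by edgeR and by DESeq2 for CYP392D2 and 5.01 by both for CYP392D8, and with 5 principal components, chosen after seeing the values, 5.10 and 4.23.

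The paper states a direction for the genes at its hotspots. Of 7 directions it names, HS1 and HS7 upward and HS5, HS6 and HS8 downward had the same sign here. At HS2 the paper gives mostly upregulation, and here 6 genes were higher and 14 lower. At HS3 the paper gives mostly upregulation, and here 10 were higher and 9 lower. The counts here include all peaks of local genes. On the study's own distant associations in hand, the sign here was the study's for 18 of 18 at HS2 and 17 of 17 at HS3. With 5 principal components, chosen after seeing the values, HS2 had 19 higher and 22 lower, HS3 had 8 and 12, and HS6, downward in the paper, had 9 higher and 8 lower.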

Other observations

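On tomato, control mites differed from those on bean in single genes of detoxification and digestion that the text above does not describe. Over all genes 27.5% differed, 13.6% higher and 13.9% lower, and several of the lists below lie near these shares. The host and the injection set cannot be told apart. The tests of lists here were set before their results were seen, while the splits, the components and the recombinants are tests chosen only after the result was seen. By edgeR, tetur46g00020 had 15220 normalized counts on tomato and 13.0 on bean (log2 fold change 10.19), the esterase CCE01 had 323 and 6.68 (5.54) and the UDP-glycosyltransferase UGT202A7 had 8.02 and 150 (-4.21). Of 16 CYP392 genes tested, 7 were higher on tomato and 1 lower, and of 8 delta-class glutathione S-transferases 1 was higher and 4 lower. Of 17 UDP-glycosyltransferases 1 was higher and 4 lower, of 11 MFS transporters 5 and 1, of 12 ABC transporters 3 and 4, of 3 carboxyl/choline esterases 2 and 0, of 17 short-chain dehydrogenase/reductases 4 and 4, of 17 cysteine proteases 2 and 3, of 5 mu-class glutathione S-transferases 2 and 0, of 3 dioxygenases 1 and 0, of 4 PLAT proteins 1 and 2, of 5 cuticle and chitin genes 1 and 0, of 3 xenobiotic regulators 0 and 0, and of 4 lipocalins 0 and 2. No list passed by limma's camera on this comparison, with CYP392 genes, delta-class glutathione S-transferases and nuclear receptor ligand-binding genes nearest to it (adjusted p 0.051 for each). Of the HS1 targets higher with RS, 25 of 106 tested were higher on tomato and 15 lower, and of those lower with RS 7 and 14 of 63.

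Receptor genes differed between mites on the 2 hosts as well. Of 5 HR96 and related receptor genes tested, 4 were higher on tomato and 1 lower, with tetur20g01820 at a log2 fold change of 0.46, tetur01g07820 at 0.55, tetur36g00260 at 0.73 and tetur11g01960 at -1.03 by edgeR. Of 6 genes with a nuclear receptor ligand-binding domain 4 were higher. In the families, 2 of 6 HR96 and related receptor genes were higher with RS, among them tetur36g00260 (0.76), and the list passed by camera (adjusted p 3.0e-04, and 0.042 with an estimated correlation). PLAT proteins had 0 of 4 genes past the threshold and 1 lower when the list was tested alone, other cytochrome P450s had 1 of 3 higher, cuticle and chitin genes 0 higher and 1 lower of 5, and xenobiotic regulators 0 of 3. Of the 6 genes with a nuclear receptor ligand-binding domain 2 were higher with RS. The reference genes of the RT-qPCR had log2 fold changes of 0.05 and 0.03 in the families and did not pass by edgeR.

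In the lines, single genes of families beyond the P450s differed between RR and SS by edgeR. In set A, 2 of 8 delta-class glutathione S-transferases were higher, 3 of 16 UDP-glycosyltransferases and 2 of 3 dioxygenases were higher, and of 17 cysteine proteases 5 were higher and 3 lower. None of these lists passed in set A with an estimated correlation by camera (adjusted p 0.11, 0.15, 0.10 and 0.60). Of 66 targets lower with RS in the families, 6 were lower in set A. In set B with the R² rule, 6 of 8 delta-class glutathione S-transferases, 8 of 17 UDP-glycosyltransferases and 8 of 18 cysteine proteases were higher, and the first 2 lists passed by camera with an estimated correlation (adjusted p 0.0097 and 0.0045). With all 5 RR libraries of set B, 0 genes of these 3 lists were called by edgeR (1, 8 and 4 higher when each list was adjusted alone), and no list passed with an estimated correlation (adjusted p 0.52, 0.44 and 0.74). On bean, knockdown lowered 2 of 17 cysteine proteases, 2 of 16 short-chain dehydrogenase/reductases, 2 of 16 UDP-glycosyltransferases and 1 of 8 delta-class glutathione S-transferases.

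Expression of CYP392A11 separated the families by genotype at the HS1 peak bin without overlap, from 317 to 588 normalized counts in the 97 SS families and from 5465 to 54702 in the 116 RS families. Of the bins on both sides, the nearest had 1 family each whose genotype differed from that at the peak bin, and expression followed the peak bin. The peak bin is itself the strongest bin for this gene in these families, so that agreement was largely set by the choice of bin. CYP392D2, CYP392D8 and HR96-LBD-1 peaked at a neighboring bin. Families 141, 198, 148 and 147, SS at the peak bin, had 534, 424, 388 and 458 normalized counts, and families 42, 21 and 36, RS at the peak bin, had 8776, 27361 and 27554.

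The largest component of expression among the families held 34.4% of the variance and mapped to no locus (permutation p 0.86). It had a correlation of -0.92 with the share of counts in the 10 most abundant genes, 0.45 with family number and -0.06 with HS1. The share of these genes was 14.4 ± 6.20% in RS and 13.6 ± 6.85% in SS families (SD, n = 116 and 97, permutation p 0.37). Component 2 held 12.2% and was strongest on chromosome 3 at 6628076 bp (r 0.28, permutation p 0.0080), and component 5 at HS1 (r -0.63). Fibroin genes, 9 in the paper's table, had a median rank of 99.5% along component 1, with its sign set so that a larger share scores higher. Their median log2 fold change in F1 females against SS was 1.43 in set B and 0.56 in set A. Across 11849 genes, the fold changes of B-NIL F1 against SS had a Spearman's rho of 0.75 with component 1, and those of A-NIL F1 against SS 0.51. For F1 against RR the values were 0.73 in set B and 0.19 in set A. They were 0.62 in set A and -0.10 in set B for RR against SS, and -0.03 on bean and 0.12 on tomato for knockdown.

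An interaction of HS1 with a second locus, of either sign, was tested for all 182 HS1 targets by an adjusted p under 0.05, and 1 had it, CYP392A12 itself. For each target only the bin with the strongest effect of its own, on another chromosome or away from HS1, was tested. On the log2 scale 4 had an interaction, CYP392A12, SDR4, CYP392D8 and tetur21g01420, which need not be of the same kind as at CYP392A12. Without adjustment for the number of targets, 16 had a p under 0.05 on the scale of quantiles. Interactions with other bins were not examined, and the power for an interaction was not simulated, so how common such a dependence is among the targets stays open.

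Fold changes of knockdown and of the host share the dsGFP libraries, which by itself makes them correlated. The correlation across genes was 0.239 on bean and -0.0698 on tomato, against 0.476 and -0.534 in simulations without any change, and -0.0110 and 0.0632 when the control libraries were split between the comparisons. The simulations held no host effect, so their correlations cannot be compared directly with those of the data. The covariance was 0.0269 on bean and -0.0096 on tomato. It was 0.0192 and -0.0244 in the simulations, and -0.0018 and 0.0132 with split controls. Of the 19 genes lower after knockdown on bean 9 were higher on tomato and 3 lower in the host comparison by edgeR, where independence gives 2.54 and 2.69, and with split controls the numbers were 7 and 3 of 16. Of the 7 genes lower on tomato 5 were higher and 1 lower with the host, and with split controls 1 and 1 of 3.

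The libraries were also split at random into groups of the same sizes. The real number of genes and the highest of the other splits are given in turn. For RR against SS they were 107 and 90 in set A, 23 and 0 in set B, and 125 and 1 there with the R² rule. For F1 against SS they were 1581 and 0 in set A and 1583 and 0 in set B. For F1 against RR they were 771 and 0 in set A and 879 and 0 in set B. Knockdown gave 20 and 7 on bean, and 8 and 5 on tomato over 35 splits. The host gave 3494 and 2, and HS1 in the families 496 and 7 over 60 splits. In each of these 1 of the splits, the real one, reached the real number, which argues against chance as the source of the counts. With 100 splits or fewer and no adjustment for the number of comparisons, chance is not excluded. This holds above all for set A and for tomato, where another split came near. For the interaction of knockdown and host 0 genes passed by edgeR and by DESeq2. Unadjusted, 259 were higher and 149 lower, together a smaller share than no difference would give. All 100 splits reach 0 genes by construction, so the splits decide nothing, and the highest of the others had 33.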
